# AMPK Suppresses Multiple Forms of Cell Death Including Disulfidptosis in Tumor-Associated Macrophages During Tumor Progression

**DOI:** 10.3390/ijms27146154

**Published:** 2026-07-09

**Authors:** Ruixuan Wang, Huan Wang, Dianyuan Zhao, Wenting Yang, Di Liu, Li Tang

**Keywords:** TAMs, cell death, disulfidptosis, AMPK

## Abstract

Tumor-associated macrophages (TAMs) represent a predominant immune cell population within the tumor microenvironment (TME). To adapt to the metabolically hostile conditions of the TME, characterized by nutrient deprivation and accumulation of metabolic waste products, TAMs undergo metabolic reprogramming to evade cell death. These adaptations enable TAMs to utilize alternative metabolites as energy sources and mitigate metabolic stress through enhanced cystine uptake and activation of hypoxia-inducible factor pathways, thereby supporting their survival and function. However, the key molecular regulators that prevent TAMs death in response to dynamic metabolic changes during tumor progression remain poorly understood. Through integrated multi-omics analyses and experimental validation, we observed that increased AMPK activation during tumor progression is associated with transcriptomic and proteomic features indicative of reduced susceptibility of TAMs to multiple forms of cell death. Conditional deletion of AMPK in TAMs reprogrammed the expression of cell death-related genes and was associated with increased apoptosis, ferroptosis, and notably, disulfidptosis. Clinical correlation analyses revealed that AMPK activity in TAMs was inversely associated with the expression of disulfidptosis-, ferroptosis-, and apoptosis-related gene signatures. Furthermore, tumors characterized by concurrent enrichment of AMPK signaling and TAMs infiltration exhibited lower disulfidptosis, ferroptosis, and apoptosis signature scores, which were associated with a more malignant phenotype. Collectively, our findings suggest that AMPK activity is associated with TAM survival and tumor progression and with reduced susceptibility to multiple forms of cell death, including disulfidptosis. These findings provide evidence linking AMPK activity to metabolic adaptation and cell death resistance in TAMs and suggest its potential as a therapeutic target for cancer intervention.

## 1. Introduction

The tumor microenvironment (TME) is a metabolically dynamic system characterized by distinct features such as hypoxia, nutrient deprivation (e.g., glucose, amino acids, and glutamine), and the accumulation of metabolic byproducts, including lactate, adenosine, fatty acids, cholesterol, and reactive oxygen species [1,2]. These conditions drive intense competition for limited resources among cells within the TME, forcing them to undergo metabolic reprogramming to sustain their survival and function [1,3,4,5]. Cells that fail to adapt to these harsh metabolic conditions are prone to various forms of cell death resulting from imbalances in nutrient availability and metal homeostasis. Several metabolic stress-associated cell death modalities have been identified, including disulfidptosis, ferroptosis, cuproptosis, lysosome-dependent necrosis, alkaliptosis, and ammonia-induced cell death [6,7,8,9,10,11,12]. Accordingly, tumor-resident cells often develop reduced susceptibility to these cell death pathways to ensure survival in the hostile microenvironment.

Disulfidptosis, a newly identified and mechanistically distinct form of regulated cell death initially discovered in the TME, has recently emerged as an important focus of cancer research [9,11,13]. This form of cell death is characterized by unique morphological features, including cell shrinkage and F-actin contraction [9]. To counteract oxidative stress within the TME, tumor cells enhance cystine uptake through the cystine transporter solute carrier family 7 member 11 (SLC7A11) [13,14]. Intracellular cystine serves as a key precursor for glutathione (GSH) synthesis, an essential cofactor required for glutathione peroxidase 4 (GPX4)-mediated suppression of ferroptosis [15,16]. Under conditions of NADPH depletion, cells with high SLC7A11 expression exhibit excessive cystine uptake, leading to aberrant disulfide bond formation, disulfide-mediated collapse of the actin cytoskeleton, and ultimately, cell death [9]. Moreover, recent findings indicate that in exhausted CD8^+^ T cells, lactate dehydrogenase B (LDHB) interacts with glucose-6-phosphate dehydrogenase (G6PD), suppressing its activity and promoting NADPH depletion, ultimately inducing disulfidptosis [17]. Given the complexity of the TME, understanding the role of disulfidptosis in different cellular components of the tumor ecosystem has become an important area of investigation.

Tumor-associated macrophages (TAMs) constitute a major component of the immune infiltrate within the TME, accounting for approximately 50% of the tumor mass [18,19,20]. Substantial evidence indicates that TAMs actively contribute to tumor progression by promoting angiogenesis, remodeling the extracellular matrix, supporting cancer cell proliferation and metastasis, and mediating immunosuppression [21,22]. Clinically, high levels of TAM infiltration are consistently associated with poor prognosis and reduced survival in multiple cancer types [23,24]. A key feature underlying the accumulation and persistence of TAMs within the metabolically hostile TME is their remarkable resistance to cell death. This survival advantage is largely supported by metabolic reprogramming, which allows TAMs to adapt to conditions of nutrient deprivation and the accumulation of metabolic waste [4]. To meet their bioenergetic and biosynthetic demands under nutrient-limited circumstances, TAMs preferentially engage in aerobic glycolysis but can flexibly switch to alternative energy sources such as lactate and fatty acids when necessary [4,25]. Moreover, TAMs enhance glutathione biosynthesis to sustain redox homeostasis and counteract oxidative stress, thereby suppressing ferroptosis and further reinforcing their survival capacity [26]. In response to hypoxia, TAMs stabilize hypoxia-inducible factor 1α (HIF-1α), triggering adaptive responses, including enhanced glycolysis, promotion of angiogenesis, and secretion of immunosuppressive mediators [27,28]. These coordinated metabolic adaptations collectively enable TAMs to evade multiple forms of cell death, maintain their functional plasticity, and support tumor progression. However, whether TAMs possess common regulatory mechanisms that govern multiple forms of cell death, including disulfidptosis, remains unclear.

AMP-activated protein kinase (AMPK) is a highly conserved serine/threonine kinase that functions as a central regulator of cellular energy homeostasis [29,30]. In response to energetic stress, AMPK is activated and modulates multiple metabolic processes, including lipid metabolism, glucose metabolism, amino acid metabolism, autophagy, and mitochondrial function [31,32]. Previous studies have shown that AMPK promotes the differentiation of myeloid-derived suppressor cells into TAMs and enhances their immunosuppressive functions [33]. However, the role of AMPK in regulating TAM survival and susceptibility to cell death within the metabolically dynamic TME remains incompletely understood.

Here, through integrated multi-omics analyses and experimental validation, we show that increased AMPK activation during tumor progression is associated with transcriptomic and proteomic features indicative of reduced susceptibility of TAMs to multiple forms of cell death. Conditional deletion of AMPK in TAMs reshapes the expression of cell death-related genes and is associated with increased apoptosis, ferroptosis, and notably, disulfidptosis, a recently characterized form of regulated cell death. Clinical correlation analyses revealed that AMPK activity in TAMs was inversely associated with disulfidptosis-, ferroptosis-, and apoptosis-related gene signatures. Furthermore, tumors characterized by concurrent enrichment of AMPK signaling and TAM infiltration exhibited lower cell death-related signature scores, which were associated with a more malignant phenotype. Collectively, our findings suggest that AMPK activity is associated with TAM survival and tumor progression and with reduced susceptibility to multiple forms of cell death, including disulfidptosis. These results support a role for AMPK in the metabolic adaptation and survival of TAMs and suggest its potential as a therapeutic target for cancer intervention.

## 2. Results

### 2.1. Decreased Cell Death Signatures in TAMs Correlate with Advancing Tumor Stage

To investigate whether TAMs progressively exhibit molecular features associated with resistance to cell death during tumor progression, we analyzed publicly available single-cell transcriptomic datasets from clinical tumor samples [34,35]. Based on relevant published literature and the KEGG database, we curated gene sets representing various cell death modalities and subsequently performed gene set scoring for multiple cell death-related pathways in tumor-infiltrating TAMs [9,17,36,37,38,39]. This analysis revealed a stepwise decline in cell death-related signatures with advancing tumor stage. Compared with TAMs from primary melanoma, those from metastatic lesions exhibited significantly lower scores across various cell death modalities, including apoptosis, pyroptosis, necroptosis, disulfidptosis, lysosome-dependent cell death, and ferroptosis. A similar trend was observed in colorectal cancer, where TAMs from late-stage tumors displayed significantly lower cell death-related pathway scores compared to those from early-stage tumors (Figure 1a). These transcriptomic observations were further supported by functional validation in both MC38 and B16 subcutaneous tumor models, where TAMs from late-stage (day 15) tumors exhibited a significantly lower proportion of Annexin V^+^ apoptotic cells than those from early-stage (day 8) tumors (Figure S1a,b). 

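Bulk RNA-seq was performed on TAMs sorted from subcutaneous B16 melanoma tumors, with 3 early-stage samples from day 8 and 3 late-stage samples from day 15. For each sample the authors deposited the number of reads that featureCounts assigned to each of 55401 mouse genes after HISAT2 mapping, without normalization. The methods call the mouse genome GRCh38, whereas 54349 of the gene identifiers match GENCODE M21, an annotation of the mouse build GRCm38, down to their version numbers. Positions are given on GRCm38 and only for genes whose version matched. How reads shared between near-identical genes were counted is not stated, so the values of genes with close copies or pseudogenes are less certain. Total counts ranged from 77155066 to 84470374 (median 83517781) in the early-stage samples and from 79623704 to 82499295 (median 82483094) in the late-stage samples. Counts were scaled to library size by TMM as CPM and are given as mean ± SD (n = 3 samples). Differences were tested with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over the 17630 genes with enough counts. Differentially expressed genes had an adjusted p under 0.05 and an absolute log2 fold change above 1. In counts simulated with the depth and spread of these samples, the test called 156 of 195 changed genes and 9 unchanged ones. The changed genes were given absolute log2 fold changes of 1 to 3, so this share does not apply to smaller changes. The samples of a stage differed by a common biological coefficient of variation of 0.201.

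In late-stage TAMs, 106 genes were higher and 223 lower, and 1619 genes had an adjusted p under 0.05 at any fold change. All 329 differentially expressed genes had no overlap between the stages, as did 31.2% of the genes tested, against 10% by chance. The alternative that moved these counts most was DESeq2 with an unadjusted p under 0.05, which gave 512 higher and 485 lower genes. Single samples also mattered, since the number of genes with an adjusted p under 0.05 was 653 without late-stage replicate 2 and 2835 without early-stage replicate 1. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together had between 3435 and 4035 counts in each early-stage sample and at most 4 in each late-stage sample, so the sex of the cells differed between the stages along with the day.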

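Figure 1b draws 91 genes by form of cell death, 50 of them as inducers and 41 as inhibitors. All 91 moved in the direction drawn, the inducers with a median log2 fold change of −0.37 (range −2.78 to −0.11) and the inhibitors with a median of 0.30 (range 0.12 to 0.77). Of these genes, 47 had an adjusted p under 0.05 over all genes tested and 79 when adjusted over the list alone. The latter count is not independent evidence, because the figure draws the genes from these same samples. The paper names published literature and KEGG as sources of its cell death gene sets. It does not say how the genes drawn here were picked. The fold threshold was passed by 4 genes, namely Nos2 and, named here after their values were seen, S100a8, S100a9 and Mmp9. S100a8 and S100a9 are also neutrophil markers.

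Among the inducers, 6 of 12 apoptosis genes, 9 of 10 ferroptosis genes, 2 of 3 pyroptosis genes, 3 of 5 necroptosis genes and 7 of 14 lysosome-dependent cell death genes had an adjusted p under 0.05. When a sample was left out, the count ranged from 5 to 9 for ferroptosis and from 1 to 3 for pyroptosis. It ranged from 1 to 4 for necroptosis and from 2 to 10 for lysosome-dependent cell death. Thbs1 (ENSMUSG00000040152.8, chromosome 2, 118111876 to 118127133) is drawn as an apoptosis inducer and fell from 1188 ± 106 to 619 ± 37.1 CPM, a log2 fold change of −0.94 (SE 0.08, adjusted p = 1.5e-04). The ferroptosis inducer Nos2 (ENSMUSG00000020826.9) fell from 147 ± 12.9 to 65.8 ± 1.58 (log2 fold change −1.16, SE 0.08, adjusted p = 4.2e-05). Txnrd1, also among the ferroptosis inducers of Figure 1b, is drawn as a ferroptosis inhibitor in Figure S3c. Gzmb (ENSMUSG00000015437.5, chromosome 14, 56258838 to 56262260), which NK and T cells also express, fell from 44.6 ± 1.72 to 26.6 ± 2.56 (log2 fold change −0.75, SE 0.10, adjusted p = 1.3e-03), while the median log2 fold change of 7 NK cell markers was −0.75 as well. For necroptosis, Zbp1 (ENSMUSG00000027514.14, chromosome 2, 173206612 to 173218923) fell from 209.2 ± 4.32 to 157 ± 5.47 (log2 fold change −0.41, SE 0.07, adjusted p = 4.3e-03). Ctsl (ENSMUSG00000021477.9, chromosome 13, 64359337 to 64370890) fell from 1163 ± 117 to 665 ± 33.5 (log2 fold change −0.81, SE 0.09, adjusted p = 4.7e-04). The disulfidptosis inducers Prdx1, Nckap1 and Ldhb had log2 fold changes of −0.47 (adjusted p = 3.8e-03), −0.64 (adjusted p = 0.0240) and −0.55 (adjusted p = 0.0436), Nckap1 being named after its values were seen. Only 1 of these 3 genes passed the threshold without early-stage replicate 2. Slc31a1, the single cuproptosis gene, had a log2 fold change of −0.47 (adjusted p = 4.9e-03). Neither entotic cell death gene passed, with an adjusted p of 0.0540 for Atg5 and 0.242 for the other gene, Uvrag, and 1 of them had an unadjusted p under 0.05.

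Among the inhibitors, 9 of 19 apoptosis genes, 3 of 7 ferroptosis genes and 4 of 14 lysosome-dependent cell death genes had an adjusted p under 0.05. When a sample was left out, the count ranged from 1 to 4 for ferroptosis and from 2 to 7 for lysosome-dependent cell death. No apoptosis inhibitor passed without early-stage replicate 2, where 13 had an unadjusted p under 0.05, and 13 passed without early-stage replicate 1. Lck (ENSMUSG00000000409.14, chromosome 4, 129548344 to 129573641), a gene of T cells whose markers had a median log2 fold change of 0.44, rose from 34.3 ± 3.19 to 49.0 ± 2.30 (log2 fold change 0.51, SE 0.09, adjusted p = 8.2e-03). Acsf2 (ENSMUSG00000076435.3, chromosome 11, 94557102 to 94601871) rose from 24.8 ± 0.692 to 36.3 ± 2.29 (log2 fold change 0.55, SE 0.09, adjusted p = 5.1e-03). Figure 1b draws Acsf2 as a ferroptosis inhibitor, but it is among the genes that the figures give opposite roles or directions. The alkaliptosis gene Ikbkb had a log2 fold change of 0.22 (adjusted p = 0.132).

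As sets, 9 of the 12 lists passed camera, which compares a list with all other genes at a preset correlation of 0.01. The adjusted p was 2.6e-08 for ferroptosis inducers, 4.3e-08 for apoptosis inhibitors, 2.2e-07 for apoptosis inducers and 5.0e-03 for disulfidptosis inducers. All 12 lists passed under fry. With an estimated correlation 3 lists passed, those of ferroptosis inducers, apoptosis inhibitors and lysosome-dependent cell death inhibitors, each with an adjusted p of 0.0367. As the figure draws the lists from these same samples, these set tests are not independent evidence either. In the other 9 splits of the 6 samples 0 to 4 lists passed camera, in either direction. Those splits keep part of the difference between the stages, so they do not show what would pass without it.

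**Figure D1:**
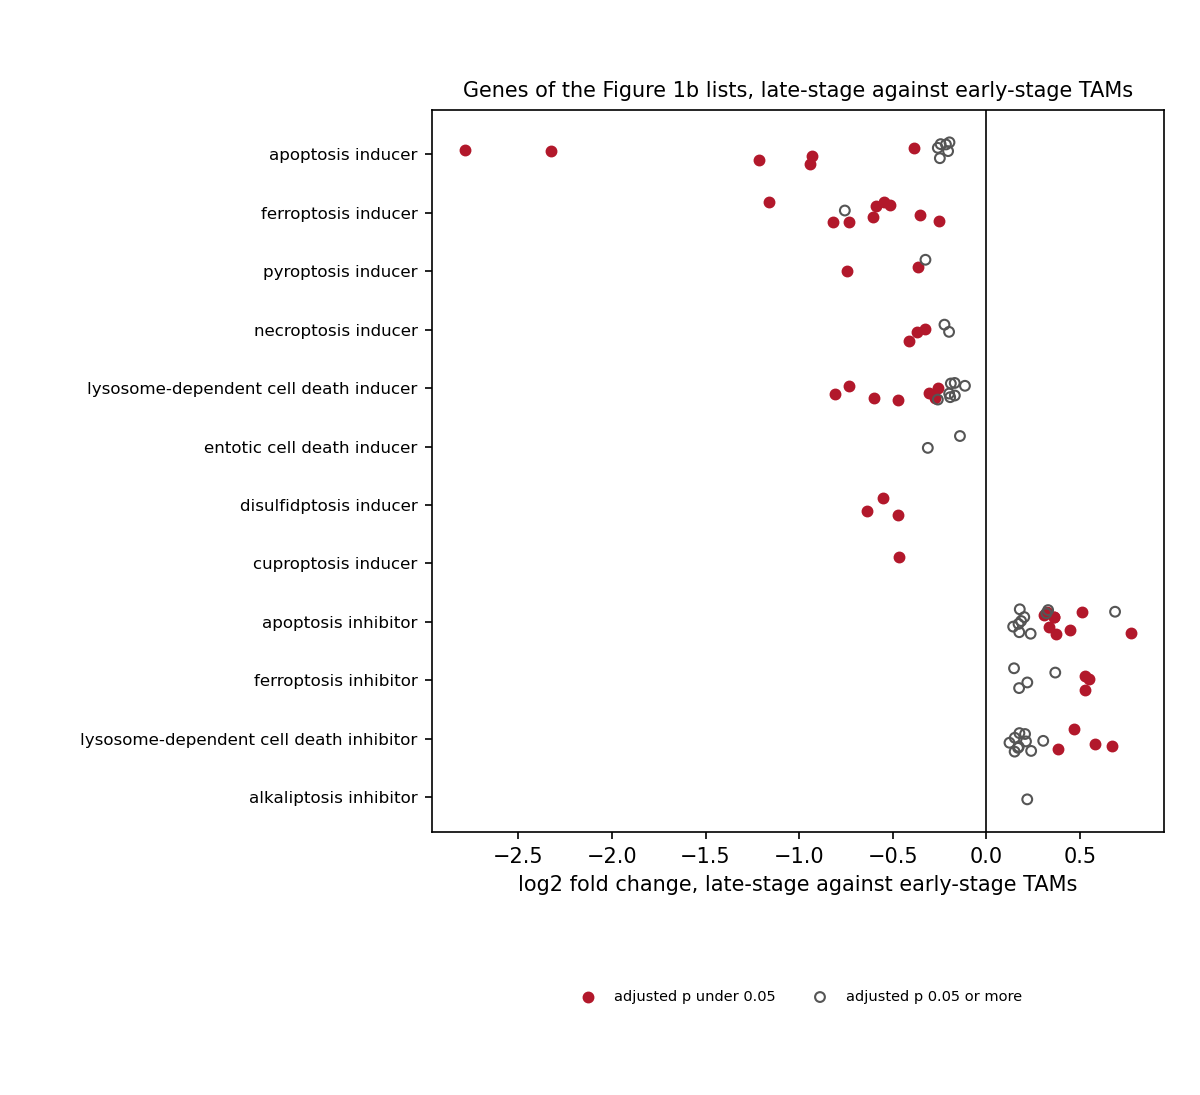
Log2 fold change of late-stage against early-stage TAMs (3 samples each) for every gene of the Figure 1b lists. Each point is 1 gene, filled red where its adjusted p was under 0.05 and open otherwise. The 50 inducers lie below 0, down to −2.78, and the 41 inhibitors above 0, up to 0.77.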

Bulk RNA-seq analysis of TAMs revealed that late-stage TAMs showed downregulation of pro-death genes involved in apoptosis, pyroptosis, necroptosis, and disulfidptosis, along with increased expression of genes associated with negative regulation of apoptosis and ferroptosis (Figure 1b and Figure S1c). Consistently, late-stage TAMs exhibited reduced enrichment of gene sets positively regulating entotic cell death, apoptosis, pyroptosis, and disulfidptosis, whereas gene sets involved in the negative regulation of these pathways were enriched (Figure S1d). 

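The gene sets behind Figure S1d are not listed in the text and the IOBR package was not used here, so the Figure 1b lists were scored instead. Each sample's score is the mean, over the genes of a list, of the z-score of log2 CPM across the 6 samples. Entotic cell death inducers scored 0.820 ± 0.313 (SD, n = 3) in early-stage TAMs and −0.820 ± 0.265 (SD, n = 3) in late-stage TAMs. The scores of apoptosis inducers were 0.811 ± 0.161 and −0.811 ± 0.282, and those of pyroptosis inducers 0.834 ± 0.364 and −0.834 ± 0.107. For disulfidptosis inducers they were 0.809 ± 0.224 and −0.809 ± 0.647. The inhibitor lists went the other way, from −0.821 ± 0.223 to 0.821 ± 0.0449 for apoptosis and from −0.758 ± 0.292 to 0.758 ± 0.276 for ferroptosis. For each of these 6 lists the early-stage and late-stage scores did not overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). Leaving out a sample moved the difference for disulfidptosis inducers to between −1.74 and −1.57. None of the 6 lists changed direction with the first principal component of its genes as the score. That component was given the sign of the mean z-score, so a change of direction was hardly possible for these lists. Figure 1b draws the genes in these same samples, so the scores are not independent of the gene-level results.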

Re-analysis of our previously generated proteomic dataset corroborated these findings, revealing that late-stage TAMs had significantly reduced expression of proteins involved in multiple cell death pathways, along with increased levels of ferroptosis-inhibitory proteins (Figure 1c) [40]. These data indicate that TAMs progressively exhibit transcriptomic, proteomic, and functional features associated with reduced susceptibility to multiple forms of cell death during tumor progression.

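Lists of pathway genes were also written from general knowledge, independently of the genes drawn in Figure 1b, although they share some of them. Those of a form of cell death do not separate inducers from inhibitors, so their direction cannot tell more cell death from less. In late-stage against early-stage TAMs, camera gave an adjusted p of 0.839 for 69 apoptosis genes and 0.246 for 43 ferroptosis genes. The pyroptosis genes were lower (adjusted p = 0.0237, without late-stage replicate 2 0.0855), as were the necroptosis genes (adjusted p = 0.0460, without late-stage replicate 2 0.119). For 16 disulfidptosis genes the adjusted p was 0.189 with camera and 0.0268 with fry. Genes of the proteins drawn in Figure 1c had an adjusted p of 0.642 for the inducers and 0.0460 for the inhibitors, which were lower, the latter up to 0.138 when a sample was left out. With an estimated correlation the adjusted p of these lists was 0.270 or more. No list was overrepresented among the differentially expressed genes of either direction. Per sample, the score of the apoptosis list was 0.0243 ± 0.220 (SD, n = 3) in early-stage and −0.0243 ± 0.0954 (SD, n = 3) in late-stage TAMs (exact permutation test, p = 0.8), and its direction reversed with the first principal component as the score. The score of the pyroptosis list fell from 0.290 to −0.290 and that of the necroptosis list from 0.230 to −0.230 (exact permutation test, p = 0.1 for both). From these transcripts and the protein and cell death measurements together, the paper proposes that TAMs show more and more features tied to a lower susceptibility to several forms of cell death as tumors progress.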

### 2.2. Enhanced AMPK Signaling Correlates with Reduced Cell Death-Related Signatures in TAMs During Tumor Progression

To explore the molecular features associated with TAM susceptibility to cell death during tumor progression, we performed signaling pathway analyses comparing early and late-stage TAMs. GO analysis revealed extensive metabolic reprogramming in TAMs during tumor progression. Specifically, late-stage TAMs exhibited enhanced catabolic processes, including glucose, triglyceride, acylglycerol, and neutral lipid catabolism, along with increased glycolysis and pyruvate metabolism (Figure 2a). These metabolic changes may contribute to the ability of TAMs to maintain cellular homeostasis under the metabolic stress of the TME and are potentially associated with altered susceptibility to multiple forms of cell death. KEGG enrichment analysis revealed that late-stage TAMs exhibited significant downregulation of apoptosis-related pathways, while simultaneously upregulating metabolic pathways, including the AMPK signaling pathway, cholesterol metabolism, and amino acid biosynthesis (Figure 2b). To identify signaling pathways associated with altered susceptibility of TAMs to multiple forms of cell death, we performed correlation analyses based on single-cell transcriptomic data from clinical melanoma samples. The AMPK signaling pathway showed the strongest correlations with signatures of apoptosis, pyroptosis, necroptosis, ferroptosis, and disulfidptosis (Figure 2c,d). To validate the specificity of our gene set-based scoring strategy, we further assessed the potential overlap and cross-interference among apoptosis-, ferroptosis-, and disulfidptosis-related signatures. Minimal gene overlap was observed among the three gene sets. Moreover, Spearman correlation and partial correlation analyses across melanoma samples revealed only weak associations among the corresponding signature scores (Figure S2a–c). These findings indicate that the curated signatures are largely independent and support the reliability of the pathway correlation analyses.

In parallel, proteins associated with the AMPK signaling pathway were enriched in late-stage TAMs compared with early-stage TAMs (Figure 2e). This observation was further validated by Western blot analysis of TAMs isolated from B16 tumors, which demonstrated higher levels of phosphorylated AMPK (pAMPK) in late-stage compared to early-stage TAMs (Figure 2f). Consistent with these findings, tumor-infiltrating TAMs in late-stage tumors displayed significantly higher AMPK activation compared to early-stage TAMs across multiple human cancers, including melanoma, gastric cancer, and colorectal cancer (Figure 2g). Together, these findings suggest that increased AMPK activation is associated with molecular and functional features indicative of reduced susceptibility of TAMs to multiple forms of cell death during tumor progression.

### 2.3. AMPK Deficiency Increases Susceptibility to Multiple Forms of Cell Death in TAMs

To investigate the role of AMPK in regulating TAM susceptibility to cell death during tumor progression, we generated myeloid-specific AMPK knockout mice *AMPK^fl/fl^LyZ2^cre^* (*AMPK-cKO*) along with their littermate control mice *AMPK^fl/fl^ (WT)*, and established a B16 tumor-bearing mouse model. 

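RNA-seq covered TAMs sorted on day 15 after subcutaneous B16-F10 implantation, 3 samples from AMPK fl/fl mice (WT) and 3 from AMPK fl/fl Lyz2 cre mice (AMPK-KO). The labels of AMPK-KO replicates 2 and 3 write the cre line as Lyz3 and Lyz4, and the paper's Lyz2 cre is used here. The AMPK-KO labels write cre/cre, which means cre on both alleles, and the WT labels give no cre. Raw counts per gene were deposited as for the early-stage and late-stage TAMs, in a separate table. The WT samples held 71019494 to 81671067 counts (median 73365844) and the AMPK-KO samples 73669620 to 80911139 (median 80107499). The same test covered 17532 genes. In simulated counts of this depth and spread it called 153 of 192 changed genes and 13 unchanged ones, with the same simulated fold changes as for the stages. The common biological coefficient of variation was 0.159. The paper names female mice, whereas the 4 Y-linked genes summed to between 9229 and 11360 counts in the WT samples and between 11299 and 12183 in the AMPK-KO samples.

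Prkaa1 (ENSMUSG00000050697.9, chromosome 15, 5143861 to 5181899) encodes AMPKα1. It had 4959, 4535 and 5165 counts in WT TAM samples 1 to 3 and 3467, 3285 and 3297 in AMPK-KO TAM samples 1 to 3. Scaled, this was 65.0 ± 3.34 CPM in WT and 42.9 ± 3.53 in AMPK-KO TAMs, a log2 fold change of −0.60 (SE 0.07, adjusted p = 2.3e-04 from edgeR's quasi-likelihood test). The counts are summed over each gene, so transcripts that lack a deleted exon still count. Prkaa2, which encodes AMPKα2, had 1.11 and 0.587 CPM (log2 fold change −0.91, adjusted p = 0.0875). Prkab1, Prkab2, Prkag1 and Prkag2 had log2 fold changes between −0.22 and −0.02, with an adjusted p of 0.252, 0.935, 0.787 and 0.0773. The sign of Prkab2 was opposite without WT replicate 1 (0.13), and that of Prkag1 without WT replicate 2 (0.03). Prkag3 had no counts in any of the 6 samples. Lyz2, the locus of the cre line, had 671 to 975 counts in the WT samples and 676 to 1088 in the AMPK-KO samples (log2 fold change 0.07, adjusted p = 0.830), against 88212 to 93224 in the late-stage TAMs of the other table.

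**Figure D2:**
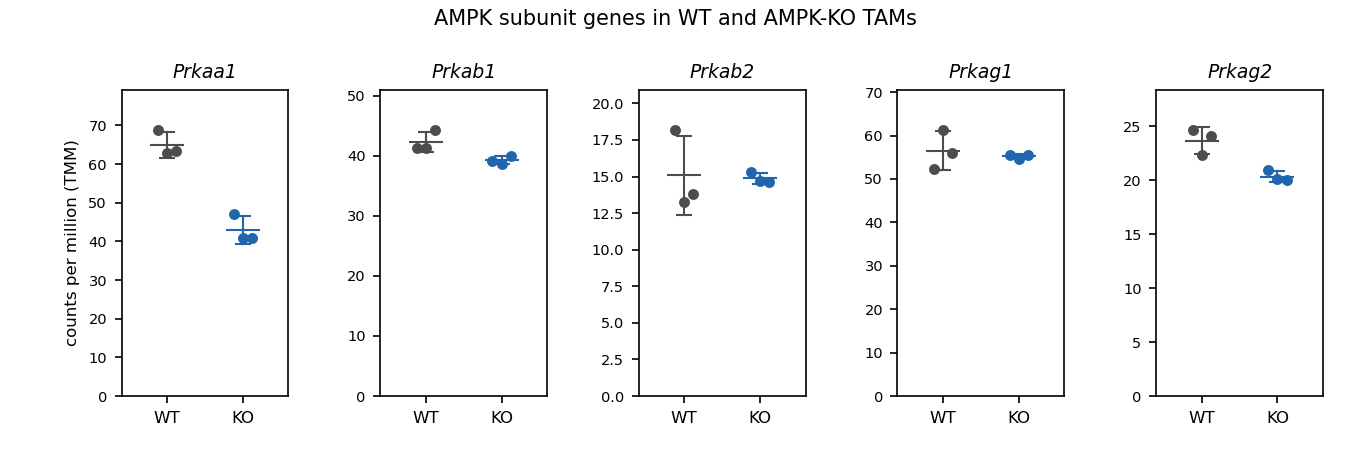
CPM (TMM-scaled) of the AMPK subunit genes in WT and AMPK-KO TAMs. Points are the 3 samples of each group and bars show the mean ± SD. Prkaa1 falls from 65.0 to 42.9, with no overlap between the groups.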

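Principal components were computed from log2 CPM (prior count 2) of the 500 most variable genes in WT and AMPK-KO TAMs. The first component carried 38.5% of the variance and the second 17.9%. WT samples 1 to 3 lay at −27.8, −22.8 and −18.6 on the first component and AMPK-KO samples 1 to 3 at 25.8, 23.9 and 19.4 (exact permutation test, two-sided, p = 0.1, the smallest that 3 samples against 3 allow). The second component did not separate the groups (exact permutation test, p = 1) but spread the WT samples, which lay at 24.2, −29.9 and 3.88. The setting that moved the share of the first component most was DESeq2's variance-stabilizing transformation, with 79.5%. Without a sample the share lay between 38.9% and 43.3%. The separate set of early-stage and late-stage TAMs gave 39.2% and 21.3% for its first 2 components, with early-stage samples at −15.7, −15.8 and −38.3 and late-stage samples at 27.6, 20.4 and 21.7 on the first (exact permutation test, p = 0.1).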

Bulk RNA-seq of sorted tumor-infiltrating TAMs, followed by principal component analysis, revealed a clear transcriptomic separation between AMPKα1^KO^ TAMs and WT TAMs (Figure S3a). Among 728 differentially expressed genes, KEGG enrichment analysis highlighted the upregulation of apoptosis, ferroptosis, and necroptosis pathways in AMPKα1^KO^ TAMs (Figure 3a,b). 

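With the test across all genes, 360 genes were higher and 225 lower in AMPK-KO TAMs, and 3693 genes had an adjusted p under 0.05 at any fold change, 1978 of them higher. Of the 585 differentially expressed genes, 583 had no overlap between the groups, as did 37.2% of the genes tested, where chance gives 10%. DESeq2 with an unadjusted p under 0.05 moved these counts most, to 642 higher and 498 lower genes. The number of genes with an adjusted p under 0.05 fell to 2414 without WT replicate 3 and to 2419 without AMPK-KO replicate 2.

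The smallest adjusted p-values among genes that rose belonged to H2-Aa, Gbp2b, Cd74, Serpina3g and Klrb1b. H2-Aa rose from 1223 ± 35.2 to 3197 ± 62.0 CPM (log2 fold change 1.39, adjusted p = 3.0e-08). Gbp2b, Serpina3g and Klrb1b have close copies in the genome, so their log2 fold changes of 2.34, 1.49 and 1.92 are less certain. Among genes that fell these were Slc40a1, Cd5l, Spp1, Hmox1 and Pmp22. Slc40a1 (ENSMUSG00000025993.10, chromosome 1, 45908068 to 45926523), the iron exporter, fell from 128 ± 3.81 to 24.0 ± 0.783 (log2 fold change −2.41, SE 0.06, adjusted p = 1.6e-08). Cd5l had a log2 fold change of −3.13 (adjusted p = 3.9e-08).

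Of the 20 genes labelled in Figure 3a, 17 were differentially expressed. Hmox1 (ENSMUSG00000005413.8, chromosome 8, 75093621 to 75100589) fell from 3261 ± 128 to 1273 ± 46.0 (log2 fold change −1.36, SE 0.04, adjusted p = 4.2e-08). Akr1b8, Marco, Vsig4, Aox1, Fabp4, S1pr1, Gclm, Gas6, Hacd1 and Ffar1 also fell, with log2 fold changes from −3.08 for Ffar1 to −1.03 for Hacd1. Cabp4, Cd200r3, Socs1, Clec9a, Cd226 and Mucl1 rose, with log2 fold changes from 1.35 for Cd226 to 3.64 for Mucl1, whose adjusted p of 0.0387 was lost in 6 of the alternatives tried. An adjusted p under 0.05 was also lost by Hacd1 in 3 alternatives (up to 0.0564), Cd200r3 in 2 (up to 0.0636) and Ffar1 in 1 (0.0621). Without a sample, the log2 fold change of Hacd1 was as small in size as −0.86, short of the fold threshold. Clec9a and Cd200r3 are markers of dendritic cells and of basophils. Siglech had a log2 fold change of −0.29 (adjusted p = 0.755). Cltrn had 7, 7 and 11 counts in the AMPK-KO samples and none in WT, too few to be tested, and it had an adjusted p of 0.0445 with DESeq2 and of 0.0843 with edgeR and no filter. Masp2 had no counts in any sample.

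KEGG tables were not used here, and pathway lists written from general knowledge were tested instead. The lists of a form of cell death do not separate inducers from inhibitors, so their direction cannot tell more cell death from less. With camera, 8 of 14 lists passed. The genes of MHC antigen presentation (adjusted p = 1.7e-17), interferon response (6.4e-10), pyroptosis (4.0e-08), necroptosis (2.5e-04) and the Figure 1c inducers (8.7e-04) were higher. NRF2 targets (1.2e-12), the Figure 1c inhibitors (2.3e-03) and ferroptosis genes (5.3e-03) were lower. With an estimated correlation, interferon response, pyroptosis, necroptosis and NRF2 targets passed (each with an adjusted p of 0.0446). The apoptosis list was higher with an adjusted p of 0.265 under camera and 5.7e-03 under fry. Among the higher genes, MHC antigen presentation (7 of 25 genes, adjusted p = 1.4e-05), interferon response (7 of 36, 6.8e-05) and pyroptosis (4 of 25, 0.0110) were overrepresented in a one-sided Fisher's exact test, and among the lower genes NRF2 targets (6 of 31, 3.3e-05). From KEGG terms enriched among its differentially expressed genes, the paper states that apoptosis, ferroptosis and necroptosis are upregulated in AMPK-KO TAMs.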

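Figure S3b–d draw inducers and inhibitors of apoptosis, ferroptosis and lysosome-dependent cell death in AMPK-KO against WT TAMs. Together with the lists of Figure S3e–g they hold 168 different entries, of which 160 moved as drawn, 128 with an adjusted p under 0.05 over all genes tested and 145 when adjusted over the list alone. The latter is not independent evidence, since the figures draw the genes from these same samples and the text does not say how they were picked.

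For apoptosis, all 46 inducers were higher (median log2 fold change 0.30, range 0.10 to 1.82), 31 of them with an adjusted p under 0.05, and 13 of 14 inhibitors were lower (median −0.47), each of the 13 past the threshold. The exception was Dnajb1 (log2 fold change 0.10, adjusted p = 0.293), named after its value was seen. The inducer count was 17 without WT replicate 3. Of 18 ferroptosis inducers, 13 passed (median 0.29), or 8 without WT replicate 3. Of 32 ferroptosis inhibitors, 29 passed (median −0.48, range −2.41 to −0.18). For lysosome-dependent cell death, 16 of 20 inducers (median 0.25) and all 18 inhibitors (median −0.44) passed.

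Il1b (ENSMUSG00000027398.13, chromosome 2, 129364570 to 129371139) rose from 288 ± 8.70 to 595 ± 14.8 CPM (log2 fold change 1.05, SE 0.04, adjusted p = 2.6e-07). Nos2 rose from 150 ± 13.2 to 296 ± 6.75 (log2 fold change 0.99, SE 0.06, adjusted p = 3.3e-06). Fgr (ENSMUSG00000028874.14, chromosome 4, 132974095 to 133001910) rose from 108.9 ± 2.27 to 162.9 ± 4.50 (log2 fold change 0.58, SE 0.05, adjusted p = 1.8e-05). Among the inhibitors, Cd68 (ENSMUSG00000018774.13, chromosome 11, 69664213 to 69666153), also a macrophage marker, fell from 1361 ± 9.79 to 931 ± 43.6 (log2 fold change −0.55, SE 0.04, adjusted p = 1.2e-05). Gpx4 had a log2 fold change of −0.49 (adjusted p = 2.9e-03), in samples where 8 melanoma markers had a median log2 fold change of −0.50. Slc7a11, which imports cystine, rose by 0.52 (adjusted p = 5.6e-03).

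Every one of the 6 lists passed camera, with adjusted p from 2.9e-17 for ferroptosis inhibitors to 2.6e-08 for ferroptosis inducers. They also passed under fry and with an estimated correlation, where the largest adjusted p was 0.0166. As the figures draw the lists from these same samples, these set tests are not independent evidence either. In the other 9 splits of the 6 samples, 5 to 9 of the 9 lists of Figure S3b–g passed camera, in either direction. Each of those splits has unequal numbers of AMPK-KO and WT samples on its sides, so it keeps part of the difference between the groups. The splits therefore do not show how often a list would pass without that difference.

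**Figure D3:**
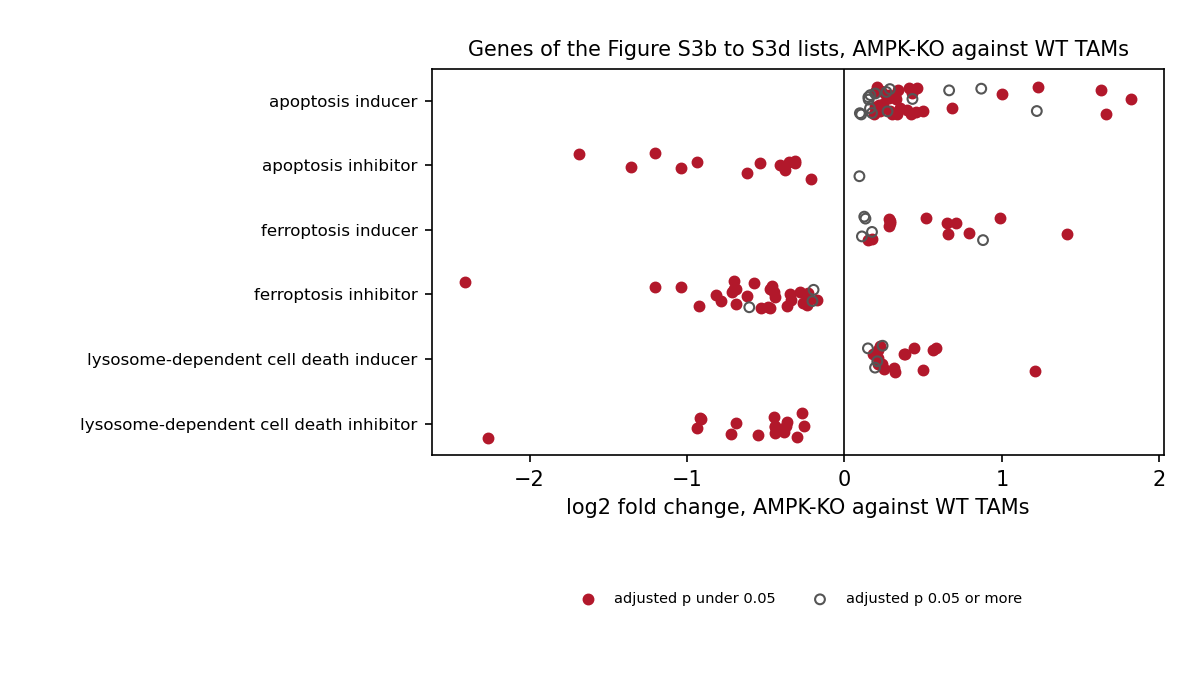
Log2 fold change of AMPK-KO against WT TAMs (3 samples each) for the genes drawn in Figure S3b–d, by list. Each point is 1 gene, filled red where its adjusted p was under 0.05 and open otherwise. Inducers lie above 0 and inhibitors below 0, except Dnajb1 at 0.10.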

Further analysis showed that AMPK deficiency was associated with reduced expression of genes involved in the negative regulation of apoptosis, ferroptosis, and lysosome-related cell death, while genes involved in promoting these pathways were upregulated (Figure S3b–d). 

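Figure S3e–g draw 15 genes of necroptosis, 14 of pyroptosis and 7 of disulfidptosis as inducers. All 15 necroptosis genes were higher in AMPK-KO TAMs (median log2 fold change 0.27, range 0.09 to 1.76), 9 of them with an adjusted p under 0.05 and 5 without AMPK-KO replicate 2. Cybb (ENSMUSG00000015340.10, chromosome X, 9435252 to 9487771) rose from 507 ± 26.8 to 830 ± 69.6 CPM (log2 fold change 0.71, SE 0.06, adjusted p = 3.2e-05). All 14 pyroptosis genes were higher (median log2 fold change 0.41, range 0.15 to 1.63), 11 of them past the threshold. Gzmb rose from 18.8 ± 1.61 to 58.1 ± 1.19 (log2 fold change 1.63, SE 0.08, adjusted p = 3.9e-07), while 16 markers of NK and T cells had log2 fold changes between 0.30 and 1.73. The necroptosis list passed camera with an adjusted p of 1.8e-06 and the pyroptosis list with 1.4e-09, and both also passed under fry and an estimated correlation. The limits given for the set tests of the other Figure S3 lists hold here too.

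All 7 disulfidptosis genes were lower in AMPK-KO TAMs (median log2 fold change −0.27), 4 of them with an adjusted p under 0.05, so 0 of the 7 passed in the upward direction at either an adjusted or an unadjusted p under 0.05. Prdx1 (ENSMUSG00000028691.12, chromosome 4, 116685544 to 116700822), which Figure S3c also draws as a ferroptosis inhibitor, fell from 1064 ± 85.9 to 617 ± 25.6 (log2 fold change −0.79, SE 0.06, adjusted p = 9.8e-06). Nckap1 (ENSMUSG00000027002.13, chromosome 2, 80500512 to 80581380) fell from 37.1 ± 4.26 to 22.7 ± 2.85 (log2 fold change −0.71, SE 0.11, adjusted p = 1.0e-03). Rpn1 (ENSMUSG00000030062.7, chromosome 6, 88084482 to 88105304) fell from 292 ± 12.7 to 245 ± 9.26 (log2 fold change −0.25, SE 0.05, adjusted p = 5.6e-03). Slc3a2 (ENSMUSG00000010095.13, chromosome 19, 8706882 to 8723369) fell from 414 ± 5.86 to 370 ± 12.7 (log2 fold change −0.16, SE 0.04, adjusted p = 0.0256), which 4 of the fits without a sample lost, with an adjusted p of up to 0.115. Ldhb (ENSMUSG00000030246.12) had a log2 fold change of −0.28 (adjusted p = 0.0579). The other genes of the list, named after their values were seen, were Ndufa11 at −0.27 (adjusted p = 0.194) and Lrpprc at −0.12 (adjusted p = 0.180). As a set the genes were lower, with an adjusted p of 5.1e-04 under camera, 7.7e-04 under fry and 0.0577 with an estimated correlation. The actin genes Flna, Myh9 and Tln1 had log2 fold changes of 0.22 (adjusted p = 0.0354), 0.21 (adjusted p = 0.0193) and 0.18 (adjusted p = 0.0716). Flna and Myh9 each lost the threshold in 5 alternatives, with an adjusted p of up to 0.144 and 0.114, and Tln1 passed it in 4, with an adjusted p as small as 0.0146.

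**Figure D4:**
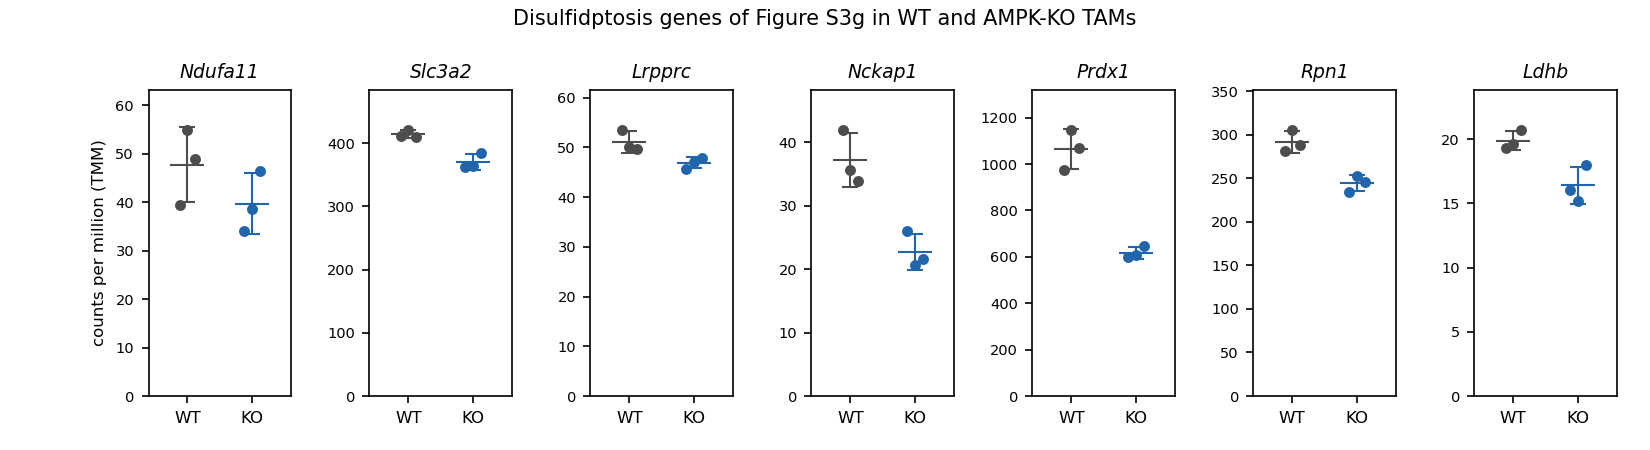
CPM (TMM-scaled) of the 7 genes of Figure S3g in WT and AMPK-KO TAMs. Points are the 3 samples of each group and bars show the mean ± SD. Every AMPK-KO mean lies below its WT mean, from Prdx1 (1064 to 617) to Ldhb (19.9 to 16.4).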

Notably, AMPKα1^KO^ TAMs also exhibited increased expression of necroptosis, pyroptosis, and disulfidptosis-related genes (Figure S3e–g).

To further investigate these observations, we established an in vitro TAM model by stimulating bone marrow-derived macrophages (BMDMs) with B16 conditioned medium (CM), and used this model to determine which cell death inhibitors could suppress TAM death induced by AMPK deficiency. The results showed that the ferroptosis inhibitor Ferrostatin-1, the apoptosis inhibitor Z-VAD-FMK, and the disulfidptosis inhibitor TCEP each partially rescued TAM death induced by AMPKα1 deficiency (Figure 3c). Combined treatment with multiple cell death inhibitors significantly reduced the death of AMPKα1^KO^ TAMs and exerted a stronger protective effect than any individual inhibitor alone (Figure 3c). In vivo experiments showed that AMPK deficiency markedly increased the proportion of apoptotic TAMs within tumors, accompanied by a significant upregulation of the apoptotic marker cleaved caspase 3 (Figure 3d,e). In vitro experiments using B16 CM further supported increased susceptibility of AMPKα1^KO^ TAMs to apoptosis, as evidenced by significantly higher apoptotic rates upon AMPK knockout (Figure 3f). We next investigated whether AMPK deficiency alters susceptibility of TAMs to ferroptosis. AMPKα1^KO^ TAMs induced with B16 CM displayed heightened sensitivity to erastin-induced ferroptotic death (Figure 3g), accompanied by increased lipid peroxidation, elevated malondialdehyde (MDA) levels (Figure 3h,i), and reduced expression of the ferroptosis-suppressing antioxidant enzyme glutathione peroxidase 4 (GPX4) (Figure S3h). Quantitative PCR (qPCR) analysis further confirmed that AMPK knockout downregulates ferroptosis-related gene expression (Figure S3i). Collectively, these findings suggest that AMPK deficiency is associated with increased susceptibility of TAMs to multiple forms of cell death during tumor progression.

### 2.4. AMPK Deficiency Is Associated with Disulfidptosis-Related Cellular Features in TAMs and Reduced Tumor Growth

Given that disulfidptosis exhibited the strongest correlation with AMPK signaling in our prior analyses (Figure 2c,d), we next examined whether AMPK deficiency is associated with disulfidptosis-related cellular features in TAMs. To this end, we treated TAMs in an in vitro induction system with various disulfidptosis inhibitors and found that cell death in AMPKα1^KO^ TAM was partially rescued in a dose-dependent manner by multiple inhibitors, including TCEP, dithiothreitol (DTT), and 2-mercaptoethanol (2-ME) (Figure 4a,b and Figure S4a). Previous studies have shown that disulfidptosis is triggered by disulfide stress in SLC7A11^high^ tumor cells under glucose deprivation, and is characterized by cell shrinkage and F-actin cytoskeletal contraction [9]. Consistent with this, phalloidin staining revealed that AMPKα1^KO^ TAMs exhibited marked cell shrinkage and F-actin collapse compared to WT TAMs, an effect that was significantly reversed by TCEP treatment (Figure 4c). It has also been reported that tumor cells undergoing disulfidptosis exhibit aberrant disulfide bonding within actin cytoskeleton proteins, which alters their electrophoretic mobility under non-reducing conditions. This is typically characterized by reduced migration, a pronounced smearing pattern, and, in some cases, the formation of high-molecular weight aggregates near the stacking gel [9]. Based on these observations, we performed non-reducing Western blot analysis to assess disulfide bond-associated alterations in cytoskeletal proteins. In an in vitro TAM induction system, non-reducing immunoblot analysis revealed that actin cytoskeleton-associated proteins, including FLNA and MYH9, exhibited markedly reduced electrophoretic mobility accompanied by a characteristic smearing pattern in AMPKα1^KO^ TAMs, along with a notable decrease in basal protein levels. In contrast, these aberrant migration patterns were completely abolished under reducing conditions in AMPKα1^KO^ TAMs, indicating the formation of extensive intermolecular disulfide bonds within cytoskeletal proteins (Figure 4d)**.** To further validate these findings in vivo, we established *AMPK^fl/fl^LyZ2^cre^* (*AMPK-cKO*) and *AMPK^fl/fl^* (*WT*) B16 tumor-bearing mouse models. Primary tumor-infiltrating TAMs were isolated and subjected to non-reducing immunoblotting to assess disulfide bond formation. Consistently, AMPKα1 deficiency in TAMs led to the accumulation of FLNA and MYH9 as high-molecular weight aggregates retained near the stacking gel, accompanied by a pronounced reduction in their monomeric forms (Figure 4e). In addition, we found that AMPK deficiency led to a marked accumulation of cystine, a key driver of disulfidptosis, in TAMs. (Figure 4f). Consistent with this finding, AMPKα1^KO^ TAMs exhibited a significantly elevated NADP+/NADPH ratio, suggesting reduced NADPH availability and a diminished capacity for cystine reduction, which may contribute to intracellular cystine accumulation (Figure 4g). Collectively, these results indicate that AMPK deficiency is associated with cystine accumulation and aberrant intermolecular disulfide bonding in cytoskeletal proteins in TAMs, features that are consistent with increased susceptibility to disulfidptosis.

To further assess the impact of AMPK deficiency-associated TAM death on tumor progression, we established multiple tumor models in *AMPK^fl/fl^* (WT) and *AMPK^fl/fl^Lyz2^cre^* (*AMPK-cKO*) mice. Tumor growth was significantly slower in *AMPK-cKO* mice (Figure S5a–c), accompanied by a marked reduction in TAM abundance (Figure S4d), suggesting that AMPK is critical for TAM survival in the tumor microenvironment. To further investigate whether AMPK knockout-induced disulfidptosis in TAMs contributes to tumor growth suppression, we established B16 tumor models treated with either saline or the disulfidptosis inhibitor DTT (Figure 4h). Notably, DTT treatment substantially diminished the tumor growth difference between *AMPK-cKO* mice and controls, suggesting that disulfidptosis contributes to the tumor-suppressive effects associated with AMPK deficiency (Figure 4i,g). We next assessed TAM death by DAPI staining to label dead cells. Compared with controls, *AMPK-cKO* mice exhibited a significantly higher proportion of dying TAMs, which was effectively reduced by DTT treatment (Figure 4k, left). Additionally, the decreased TAM infiltration observed in *AMPK-cKO* tumors was partially rescued by DTT administration (Figure 4k, right). Collectively, these results suggest that AMPK deficiency is associated with cystine accumulation and aberrant disulfide bonding in cytoskeletal proteins in TAMs, which is likely to contribute to increased susceptibility to disulfidptosis-related cellular damage.

### 2.5. High AMPK Activity in TAMs Accompanies Reduced Cell Death-Related Signatures and Poor Prognosis in Cancer Patients

To investigate whether AMPK activity is associated with regulation of cell death programs in TAMs, we analyzed single-cell RNA-sequencing datasets from melanoma, colorectal cancer, and gastric cancer. Across all three tumor types, TAMs with high AMPK activity consistently displayed significantly reduced expression of disulfidptosis-, ferroptosis-, and apoptosis-related gene signatures compared with their AMPK-low counterparts (Figure 5a). These results suggest that high AMPK activity in TAMs is associated with reduced disulfidptosis, ferroptosis, and apoptosis in clinical tumor samples. To further assess the clinical relevance of the association between AMPK activity and cell death programs in TAMs, we performed stratified analyses using TCGA datasets. Kaplan–Meier survival analyses demonstrated that tumors characterized by both high AMPK signaling and abundant TAM infiltration exhibited lower expression of disulfidptosis-, ferroptosis-, and apoptosis-related gene signatures. Notably, this phenotype was associated with poorer overall survival and increased tumor malignancy (Figure 5b–e). Collectively, these findings suggest that AMPK activation in TAMs is associated with reduced expression of gene signatures related to multiple forms of cell death, including disulfidptosis, ferroptosis, and apoptosis, across diverse human cancers. Clinically, tumors characterized by high AMPK signaling and abundant TAM infiltration exhibit reduced cell death signatures and are associated with poorer patient survival and increased malignancy. These results suggest that high AMPK activity in TAMs is associated with reduced cell death-related signatures and with clinical features linked to tumor progression and adverse outcomes.

## 3. Discussion

TAMs are a major immune cell population in the TME, accounting for about 50% of the tumor mass [18,19,20]. To adapt to the nutrient-deprived and metabolically stressed TME, TAMs resist cell death by utilizing various metabolic reprogramming pathways [2,41]. However, the key molecular regulators underlying TAM survival during tumor progression remain incompletely understood. Here, we found that TAMs progressively acquired transcriptomic, proteomic, and functional features associated with reduced susceptibility to multiple forms of cell death during tumor progression. Integrated multi-omics analyses further showed that increased AMPK activity was associated with this phenotype. Conditional deletion of AMPK in TAMs altered the expression of cell death-related genes and was associated with increased apoptosis, ferroptosis, and notably, disulfidptosis. Clinically, AMPK activity in TAMs inversely correlates with the expression of disulfidptosis-, ferroptosis-, and apoptosis-related gene signatures. Moreover, tumors characterized by both high AMPK signaling and abundant TAM infiltration exhibited lower disulfidptosis, ferroptosis, and apoptosis scores, which were associated with increased tumor malignancy and poorer clinical outcomes. Collectively, these findings suggest that AMPK activity is associated with TAM survival and reduced susceptibility to multiple forms of cell death, including disulfidptosis, and may represent a potential target for metabolic modulation of TAMs in cancer.

The TME constitutes a metabolically dynamic ecosystem characterized by hypoxia, nutrient deprivation (e.g., glucose, amino acids, glutamine), and the accumulation of cytotoxic metabolites, including lactate, adenosine, fatty acids, cholesterol, and reactive oxygen species [1,2,42]. These conditions drive intense intercellular competition for limited resources, forcing cellular metabolic reprogramming to sustain survival and functionality [4,41]. Maladaptive cells become susceptible to regulated metabolic death modalities—such as disulfidptosis, ferroptosis, cuproptosis, lysosome-dependent cell death, alkaliptosis, and ammonia-induced cell death—mediated by nutrient scarcity, metabolite toxicity, or disrupted metal homeostasis [6,8,9,10,12,13,39,43]. Notably, nutrient deprivation and lactate accumulation drive activated CD8^+^ T cells toward exhaustion within the TME [44,45]. CD36-mediated excessive fatty acid uptake induces lipid peroxidation and ferroptosis in CD8^+^ T cells [39]. Accelerated glutaminolysis generates cytotoxic ammonia accumulation, which triggers ammonia-induced cell death in CD8^+^ T cells [12]. Natural killer (NK) cells that internalize high concentrations of lactate experience decreased intracellular pH, reduced ATP levels, and impaired energy metabolism, ultimately suppressing cytotoxic activity while promoting apoptosis [43]. In this intricate and dynamic TME, TAMs differentiate into distinct metabolic phenotypes, exhibiting remarkable metabolic adaptability and actively supporting tumor cells. For instance, in lung adenocarcinoma, TAMs are regulated by GM-CSF secreted by cancer cells within the TME, which sustains their survival while simultaneously prompting TAMs to release free fatty acids and cholesterol to support tumor cell metabolism [46]. In glioblastoma, TAMs recycle cholesterol-rich myelin debris into lipids to sustain their own survival, while also transferring these lipids to glioblastoma cells as fuel [47]. Consistently, our study demonstrates that during tumor progression, TAMs progressively exhibit transcriptomic, proteomic, and functional features associated with reduced susceptibility to multiple forms of cell death, including apoptosis, ferroptosis, and disulfidptosis. It should be noted that our conclusion that TAMs progressively acquire transcriptomic and proteomic features associated with reduced susceptibility to multiple forms of programmed cell death during tumor progression, accompanied by increased AMPK activity, is drawn mainly from bioinformatic analyses of transcriptomic and proteomic data. Collectively, these findings suggest that the pronounced metabolic adaptability of TAMs may contribute to their reduced susceptibility to diverse forms of cell death, thereby supporting their persistence and tumor-promoting functions within the metabolically hostile TME.

AMPK functions as a cellular sensor of energy status and a central regulator of metabolic homeostasis, thereby contributing to the maintenance of cellular energy balance [31]. Although activation of AMPK under energetic stress has been reported to protect tumor cells from ferroptosis, its role in regulating cell death in TAMs remains poorly understood [48]. Our findings suggest that AMPK activity is associated with the regulation of multiple cell death pathways in TAMs. First, AMPK activity increased markedly in TAMs during tumor progression, consistent with its potential responsiveness to metabolic changes within the TME. Second, integrated multi-omics analyses and experimental validation in mouse models showed that AMPK deficiency increased the susceptibility of TAMs to multiple forms of cell death, including apoptosis, ferroptosis, and disulfidptosis. Notably, AMPK deficiency was associated with increased susceptibility to disulfidptosis-related cellular features in TAMs and was accompanied by impaired tumor progression. Consistent with these experimental findings, clinical analyses showed that lower AMPK activity in TAMs, together with a stronger disulfidptosis-associated signature, was correlated with prolonged overall survival. Taken together, these experimental and clinical findings support a role for AMPK in association with reduced susceptibility of TAMs to multiple forms of cell death during tumor progression, with disulfidptosis emerging as a particularly relevant form of cell death linked to tumor control and patient outcomes.

Among the multiple forms of cell death associated with AMPK activity in TAMs, disulfidptosis warrants particular attention due to its association with tumor control and patient outcomes. As a recently identified form of regulated cell death, disulfidptosis has also been implicated in T-cell biology, with recent studies showing that LDHB promotes this process in T cells [17]. Our study extends these observations to TAMs and suggests a potential basis for targeting TAMs through metabolic intervention. However, the molecular basis underlying the relationship between AMPK activity and disulfidptosis in TAMs remains incompletely understood. We observed that AMPK deficiency in TAMs was accompanied by reduced NADPH production and increased accumulation of cystine and related metabolites. Given that NADPH is largely generated through the pentose phosphate pathway, in which glucose-6-phosphate dehydrogenase (G6PD) serves as the rate-limiting enzyme [49], G6PD may represent a potential link between AMPK activity, redox homeostasis, and disulfidptosis. This possibility is also consistent with recent evidence showing that G6PD suppresses disulfidptosis in CD8^+^ T cells [17]. Nevertheless, the regulation of G6PD by AMPK appears to be highly context dependent. Depending on the cell type and metabolic state, AMPK has been reported to enhance G6PD expression or activity [50], exert limited effects [51], or indirectly suppress its function [52]. Thus, the AMPK–G6PD relationship may not follow a uniform regulatory pattern across biological contexts. Whether AMPK modulates G6PD expression or activity in TAMs, and whether this contributes to altered NADPH availability, redox imbalance, and disulfidptosis, requires further investigation.

In summary, through integrated single-cell and bulk transcriptomic, proteomic, and experimental analyses, this study identifies AMPK as an important factor associated with TAM survival during tumor progression. We found that TAMs progressively acquired transcriptomic and proteomic features associated with reduced susceptibility to multiple forms of cell death, accompanied by increased AMPK activity. Genetic ablation of AMPK altered cell death-related programs in TAMs and increased their susceptibility to apoptosis, ferroptosis, and disulfidptosis. Among these processes, disulfidptosis emerged as a particularly relevant event associated with TAM depletion following AMPK deficiency. Functional in vivo studies further suggested that enhanced susceptibility to disulfidptosis is associated with reduced TAM abundance and impaired tumor growth in AMPK-deficient mice. Consistent with these experimental findings, clinical analyses showed that elevated AMPK activity in TAMs was associated with lower disulfidptosis-, ferroptosis-, and apoptosis-related signatures, as well as poorer patient outcomes. Collectively, these findings support a model in which AMPK activity is associated with TAM persistence and tumor progression and with reduced susceptibility to multiple forms of cell death, including disulfidptosis. Although our data support a functional association between AMPK activity, TAM survival, and disulfidptosis, the molecular basis underlying this relationship remains incompletely understood. Further investigation of this regulatory relationship and its connection with established disulfidptosis-associated pathways may provide new opportunities for therapeutically targeting TAMs in cancer.

## 4. Materials and Methods

### 4.1. Mice and Tumor Models

*AMPK^fl/fl^* (*WT*) mice were obtained from the Innovation Institute for Integration of Medicine and Engineering, WCH, SCU. Female C57BL/6 mice (5 weeks) were purchased from Beijing Vital River Laboratory (Beijing, China). *AMPK^fl/fl^* (*WT*) mice were crossed with LysM^Cre^ mice to generate macrophage-specific *AMPK^fl/fl^Lyz2^cre^* (*AMPK-cKO*) mice. Mice were genotyped from tail biopsy using the primers listed in the Supplementary Table S1. List of primer. All mice were on a C57BL/6 background and were maintained at the SPF facilities of the Beijing Institute of Lifeomics. Mice aged 5 weeks were used for animal experiments in this study.

B16-F10 (5 × 10^5^) cells, MC38 cells (5 × 10^5^), and Hep1-6 (1 × 10^6^) cells were implanted subcutaneously in *AMPK^fl/fl^* (*WT*), *AMPK^fl/fl^Lyz2^cre^* (*AMPK-cKO*) and C57BL/6J female mice. The tumor growth was measured using calipers every 2 days. Tumor volume was calculated as follows: V = (0.5 × length × width × width). Mice were administered the drug DTT via intraperitoneal injection once every two days. The dosage of DTT injection in mice was 30 mg/kg. Tumors were harvested and isolated into single cells from euthanized mice at the indicated time points, and immune cells were analyzed by flow cytometry.

### 4.2. Cell Lines and Cell Culture

B16-F10 (ATCC^®^ CRL-6475™) and Hepa1-6 (ATCC^®^ CRL-1830™) were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). The MC38 cell line was purchased from Kerafast (Catalog No. ENH204-FP, Boston, MA, USA). All cells were cultured in DMEM (Cat#: C11330500BT, Gibco, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum (Cat#: A5669701, Gibco, Carlsbad, CA, USA) and 1% penicillin–streptomycin (Gibco) at 37 °C in a 5% CO_2_ atmosphere. All cell lines were authenticated by the suppliers using short tandem repeat (STR) profiling, routinely tested negative for mycoplasma, and used within 10 passages after thawing.

### 4.3. Bone Marrow-Derived Macrophages (BMDMs) Culture

Femora and tibiae of C57BL/6, *AMPK^fl/fl^* (*WT*)*, AMPK^fl/fl^Lyz2^cre^* (*AMPK-cKO*) mice were harvested and the bone marrow cells from all bones were flushed out. Then after centrifuging cells for 5 min at 500× *g*, erythrocytes were eliminated using red blood cell lysing buffer (Cat#: R1010, Solarbio, Beijing, China). The remaining cells were seeded in plates and incubated in complete DMEM medium with 10 ng/mL of recombinant mouse M-CSF (Cat#: 70-0161-U500,Tonbo Biosciences, San Diego, CA, USA), for 3 days.

### 4.4. Tumor Cell Suspension Preparations

B16 tumor-bearing mice were euthanized by cervical dislocation, and the tumors were obtained. The tumors were chopped and digested for 30 min at 37 °C in RPMI medium containing 10% fetal bovine serum supplemented with 2 mg/mL type IV collagenase and 0.05 mg/mL DNase I (Deoxyribonuclease I, Sigma-Aldrich, St. Louis, MO, USA), followed by filtration through a cell strainer (70 μm) to obtain single-cell suspensions. After lysing the red blood cells using RBC lysis buffer (Cat#: 555899, BD Biosciences, San Jose, CA, USA), the obtained cells were washed twice with RPMI medium and collected by centrifugation (3 min; 500 *g*; 4 °C).

### 4.5. Flow Cytometry and FACS Sorting

For flow cytometric analysis, single-cell suspension was first incubated with Fcγ receptor blocker (CD16/32, eBioscience, San Diego, CA, USA), then stained with specific mAbs. For surface marker analysis, cell pellets were stained with appropriate antibodies at 4 °C for 20–30 min. For intracellular cytokine analysis, cells were stained with the Cytofix/Cytoperm kit according to the manufacturer’s instructions (Cat# 554714, eBioscience, San Diego, CA, USA).

TAMs were identified as CD45^+^CD11b^+^Ly6C^−^Ly6G^−^F4/80^+^. The stained cells were analyzed on an LSRFortessa cell analyzer (BD Biosciences, San Jose, CA, USA). The acquired data were analyzed with FlowJo software (v10.8).

For cell purification, tumor leukocytes were isolated as described above, followed by staining for cell-surface markers. Then, TAMs were sorted by FACSAria III (BD Biosciences, San Jose, CA, USA).

### 4.6. Conditioned Medium (CM) Preparation

B16 cells were cultured in a 37 °C constant temperature incubator containing 5% CO_2_ and grown to 80% confluence. Then, the cells were washed with PBS twice and incubated in serum-free medium for 24 h. Subsequently, CM was collected and filtered through a 0.22 μm membrane sterile filter and stored at −80 °C for subsequent experiments.

### 4.7. Cell Death Assays

To measure the death of TAMs, BMDMs were induced with DMEM medium containing M-CSF (10 ng/mL) in 24-well plates three days before treatment. Then, BMDMs were treated with B16 CM for 3 days and then stained with propidium iodide (PI; Cat#: P3566, Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s protocol. The cell viability was then assessed by flow cytometry analysis through LSRFortessa cell analyzer (BD Biosciences). In an alternative method, BMDMs were treated with B16 CM for 3 days, followed by staining with 2.5 µg/mL of propidium iodide (Cat#: 2549278, Invitrogen, Carlsbad, CA, USA). After 108 h, the plate was scanned for fluorescence and phase-contrast images (four image fields per well) using a fluorescence microscope (Nikon TiE, Tokyo, Japan). Image analysis was performed using the software provided with the microscope, and dead cell quantification was carried out using ImageJ software (v1.53a).

### 4.8. Quantitative RT-PCR

Total RNA was extracted from treated BMDMs and TAMs with TRIzol reagent by a Direct-zol RNA MiniPrep Kit (Cat#: R2050, Zymo Research, Irvine, CA, USA), following with the reverse transcription of 1 μg of total RNA to cDNA by the HiScript III All-in-one RT SuperMix Perfect for qPCR ((Cat#: R333-01, Vazyme, Nanjing, China). Next, qRT-PCR was performed using a SYBR Green Realtime PCR Master Mix (Cat#: QPK-201, TOYOBO, Shanghai, China). Relative mRNA expression (fold change) was calculated using the 2^−ΔΔCT^ methodology and normalized to β-actin levels. The sequences of the primers used in this study are provided in the Supporting Information. Each experiment was conducted independently at least three times.

### 4.9. Western Blot (WB) Analysis

RIPA lysis buffer containing 1% protease and phosphatase inhibitors was used to extract proteins from cells. Protein quantification was carried out using a BCA protein assay kit. Then, 10–12% sodium dodecyl sulfatepolyacrylamide gel electrophoresis (SDS-PAGE) was performed to resolve the protein samples, and a polyvinylidene fluoride (PVDF) membrane was used for protein electrotransfer, followed by membrane blocking in 5% milk for 45 min. After that, the membrane was incubated with the corresponding primary antibodies at 4 °C overnight and incubated with HRP conjugated secondary antibodies at room temperature for another 1 h. The protein bands in the membrane were examined and visualized on an LAS 500 images Imaging System.

### 4.10. Non-Reducing Western Blotting

Protein samples were combined with NuPAGE LDS Sample Buffer (4×) (Cat#: NP0007, Life Technologies, Carlsbad, CA, USA) without any reducing agents and split into two aliquots for each sample. While one aliquot was for non-reducing analysis, beta-mercaptoethanol at 2% final concentration was added to the other aliquot for reducing analysis. All samples were incubated at 70 °C for 10 min before SDS-PAGE analysis. The primary antibodies and concentrations used for Western blotting were as follows: Anti-xCT antibody (1;1000, Cat#ab307601, Abcam Technology, MA, USA), Myosin IIa (MYH9) (1:500, Cat#3403S, Cell Signaling Technology, Danvers, MA, USA), Talin-1 (TLN1) (1:500, Cat# 4021S, Cell Signaling Technology, Danvers, MA, USA), GPX4 (1:1000, Cat#ab125066, Abcam Technology, MA, USA), Phospho-AMPKα (Thr172) (1:1000, Cat#2535, Cell Signaling Technology, Danvers, MA, USA), AMPKα (1:1000, Cat#2532, Cell Signaling Technology, Danvers, MA, USA), GLUT1 (1:1000; Cat#12939, Cell Signaling Technology, Danvers, MA, USA), G6PD (1:1000, Cat#12263, Cell Signaling Technology, Danvers, MA, USA).

### 4.11. Measurement of Lipid Peroxidation

Measurements of lipid peroxidation using BODIPY 581/591 C11 (Cat#: S0043S, Beyotime Biotechnology, Shanghai, China). Briefly, cells in 12-well plates were stained with BODIPY 581/591 C11 dye (final concentration of 1 µM) for 30 min following treatments. The cells were then collected and washed once with PBS, followed by FACS analysis in cold PBS. Fluorescence in FITC and PE channel in live cells was captured and plotted using the FlowJo software (v10.8).

### 4.12. Measurement of Cystine

Cystine concentration was detected via ELISA kit (double-antibody sandwich method) (Cat#: YS16037B, YaJi Biological, Shanghai, China). WT TAMs and AMPK^KO^ TAMs were pretreated and diluted, then incubated with capture antibody-coated plates at 37 °C for 30 min. After washing, HRP-labeled secondary antibody was added for another 37 °C incubation (30 min). TMB was used for color development (15 min, 37 °C, dark), and reaction was terminated with dilute sulfuric acid. OD value was measured at 450 nm, and concentration was calculated via standard curve (0.39–25 µMoL/L) with fitting software.

### 4.13. Measurement of MDA

The pre-treated BMDMs were collected and homogenized in ice-cold Extraction Buffer (Cat#: KTB1050, Abbkine, Wuhan, China), and then centrifuged at 10,000 *g* for 10 min at 4 °C to obtain the supernatants. To assess the levels of MDA in WT TAMs and AMPK-KO TAMs, the MDA Assay Kit (Cat#: KTB1050, Abbkine, Wuhan, China) was performed according to the manufacturer’s protocol, and then the reactive substances were measured at 532 nm and 600 nm with a MultiSkan Sky microplate reader (Thermo Fisher Scientific, Waltham, MA, USA). The MDA content was calculated based on the absorbance values measured at 532 nm and 600 nm, normalized to the cell number.

### 4.14. F-Actin Staining

BMDMs were cultured on round coverslips in 6-well plates and induced with M-CSF for 3 days, followed by treatment with B16 CM for specified durations. Cells were then fixed with 4% paraformaldehyde at 4 °C for 20 min and permeabilized in PBS buffer containing 0.3% sodium deoxycholate and 0.3% Triton X-100 for 30 min at room temperature. After blocking with 5% BSA in PBS at 4 °C for 1 h, samples were incubated with phalloidin (Cat#: KTC4009, Abbkine, Wuhan, China; diluted 1:200 in incubation buffer composed of 2.5% BSA and 0.05% Triton X-100 in DPBS) for 1 h at room temperature. Nuclei were counterstained with Hoechst (1:1000 dilution, Cat#: 62249, Invitrogen, Carlsbad, CA, USA) at room temperature, and coverslips were mounted using ProLong Gold Antifade Mountant (Cat#: P10144, Invitrogen, Carlsbad, CA, USA). Images were acquired using a laser-scanning confocal microscope (LSM880 with Airyscan/ELYRA S.1 system, Carl Zeiss Microscopy GmbH, Jena, Germany).

### 4.15. Immunofluorescence Staining

Cells were cultured on round coverslips in 6-well plates, fixed with 4% paraformaldehyde for 30 min, and then incubated with 0.3% Triton X-100 for 15 min to enhance cell membrane permeability. Subsequently, the cells were incubated with 5% bovine serum albumin for 40–60 min. After washing with PBS three times, the cells were incubated with the corresponding primary antibodies overnight at 4 °C, followed by incubation with the fluorescently labeled secondary antibody for 1 h, and 15 min of incubation with Hoechst at room temperature in the dark. Coverslips were mounted using ProLong Gold Antifade Mountant (Cat#: P10144, Invitrogen, Carlsbad, CA, USA) and Laser-Scanning Confocal Microscope (LSM880 with Airyscan/ELYRA S.1 system, Carl Zeiss Microscopy GmbH, Jena, Germany) was used to observe the fluorescence staining.

### 4.16. Bulk RNA Sequencing

The 5 × 10^5^ TAMs of each sample were sorted from the tumors of *AMPK^fl/fl^*, *AMPK^fl/fl^Lyz2^cre^* mice after subcutaneous implantation of B16-F10 cells 15 day. Bulk RNA-Seq was performed by Novogene. RNA samples were sequenced using Illumina NovaSeq 6000 (Illumina, San Diego, CA, USA) according to the standard protocol. Raw data were filtered to obtain clean data. Analysis was conducted using the clean data. Reads were mapped to the mouse genome GRCh38 with HISAT2 and were quantified with the featureCounts function.

### 4.17. Bulk RNA-Seq Data Analysis

The DEGs between WT TAM and AMPK-KO TAM were calculated by the DESeq2 package, then screened with *p*-value < 0.05 and |log2FC| > 1 to identify the differences. Furthermore, Gene Ontology (GO) function and Kyoto Encyclopedia of Genes and Genomes (KEGG) functional enrichment analysis was performed using the Clusterprofiler (V3.16.1) package. Gene set activity for distinct cell death pathways (e.g., apoptosis, ferroptosis, necroptosis, and cuproptosis) was quantified using the IOBR package (v0.1.0).

### 4.18. Proteome Data Analysis

The raw proteomic data for early- and late-stage TAMs were obtained from the iProX repository (https://www.iprox.cn/page/project.html?id=IPX0007435000, accessed on 25 May 2026), accessed via the dataset identifier ProteomeXchange: PXD046492. Protein intensity normalization and identification of differentially expressed proteins (DEPs) were performed using the R packages ProstaR (v1.28.0) and DAPAR (v1.26.0). Proteins exhibiting a *p*-value < 0.05 and a fold change of <−1.5 or >1.5 were classified as significant DEPs. Functional classification of these DEPs, including Gene Ontology (GO) annotation and Kyoto Encyclopedia of Genes and Genomes (KEGG) signaling pathway enrichment analysis, was conducted using the R package clusterProfiler (v4.10.0). Statistical significance was assessed using paired or unpaired *t*-tests, with *p* < 0.05 considered statistically significant.

### 4.19. Single-Cell Data Analysis

Single-cell RNA-sequencing (scRNA-seq) data from melanoma (GSE225063) colorectal cancer (GSE236581), and gastric cancer (GSE183904) were obtained from public databases. Macrophages were extracted, re-integrated, and re-clustered from the data. Data normalization was performed using the LogNormalize method in Seurat (v3.1.0) with default parameters. The top 2000 highly variable genes were identified using the vst method within the FindVariableFeatures function. Cell clustering was conducted using the FindClusters function, with the resolution parameter set to 0.8. Cluster annotations were determined based on canonical marker genes. Gene module scores were calculated using the AUCell, and statistical differences in marker gene expression and module scores were evaluated using the Wilcoxon test. Spearman’s correlation analysis was employed to assess the associations among signaling pathways.

### 4.20. Survival Analysis

Survival analysis was conducted on the TCGA-SKCM, TCGA-CESC, TCGA-LGG, TCGA-STAD, TCGA-LUSC dataset using the Kaplan–Meier method. The survival (v3.5-7) and survminer R (v0.4.9) packages were used to generate survival curves. For gene expression stratification, quantile-based thresholds were applied to categorize ssGSEA gene set enrichment scores for the TAM signature, AMPK activation, and disulfidptosis as ‘High’ or ‘Low’.

## 5. Conclusions

1. Decreased cell death signatures in TAMs correlate with advancing tumor stage.
2. Enhanced AMPK signaling correlates with reduced cell death-related signatures in TAMs during tumor progression.
3. AMPK deficiency increases susceptibility to multiple forms of cell death in TAMs
4. AMPK deficiency is associated with disulfidptosis-related cellular features in TAMs and reduced tumor growth.
5. High AMPK activity in TAMs accompanies reduced cell death-related signatures and poor prognosis in cancer patients.

## Figures and Tables

**Figure 1:**
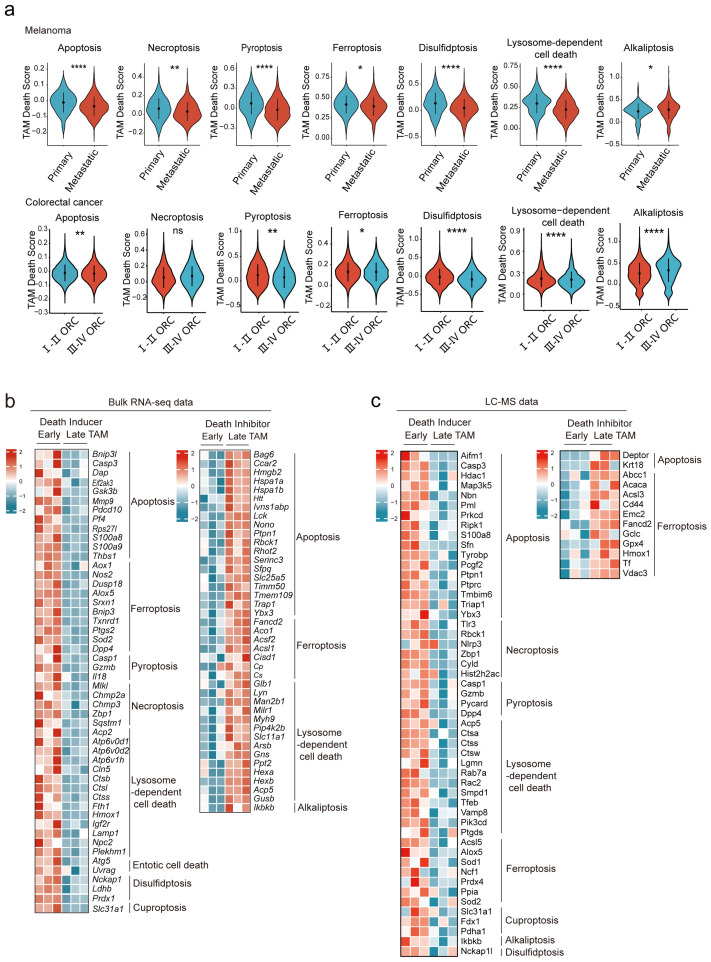
Decreased cell death signatures in TAMs correlate with advancing tumor stage. (**a**) The signature score of the death-associated gene set in human early and late-stage melanoma and colorectal cancer TAMs. *p* values were calculated by two-sided Wilcoxon rank-sum test. (**b**) Heatmap of death-inducing (death inducer) and death-inhibiting (death inhibitor) genes in early-stage (day 8) and late-stage (day 15) TAMs from B16 tumor-bearing mice. (**c**) Heatmap of death-inducing (death inducer) and death-inhibiting (death inhibitor) proteins in early-stage (day 8) and late-stage (day 15) TAMs from B16 tumor-bearing mice. Data are presented as mean ± SEM. * *p* < 0.05; ** *p* < 0.01; **** *p* < 0.0001; ns, not significant.

**Figure 2:**
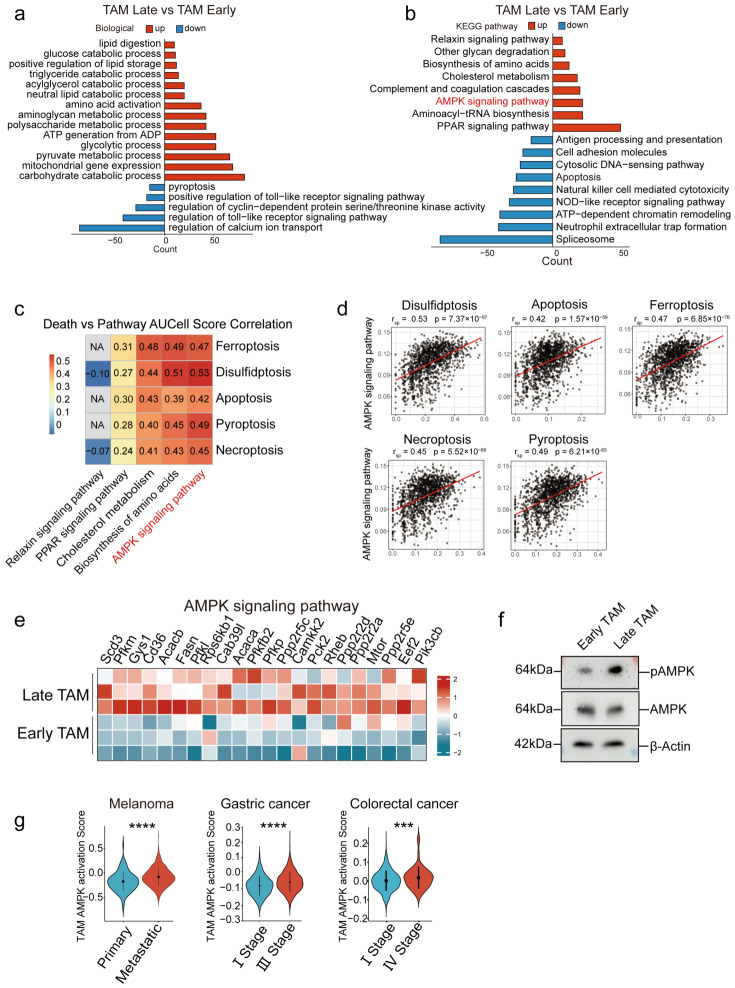
Enhanced AMPK signaling correlates with reduced cell death-related signatures in TAMs during tumor progression. (**a**) Bar plot of enriched biological process terms of DEPs in the early and late-stage TAMs derived from B16 tumor-bearing mice. (**b**) Bar plot of enriched KEGG pathways of DEPs in the early and late-stage TAMs derived from B16 tumor-bearing mice. (**c**) Heatmap of correlation scores between TAM cell death modalities and signaling pathways. (**d**) Correlation between AMPK signaling pathway and TAM cell death modalities. (**e**) Heatmap of AMPK signaling pathway activation-related proteins. (**f**) Western blot showing the expression level of total and phospho-Ampkα in TAMs sorted from B16 tumor-bearing mice in the early (day 8) and late stages (day 15). (**g**) The signature score of the AMPK signaling pathway activation gene set in human early and late-stage melanoma, colorectal cancer and gastric cancer TAMs. *p* values were calculated by two-sided Wilcoxon rank-sum test. Data are presented as mean ± SEM. *** *p* < 0.001; **** *p* < 0.0001.

**Figure 3:**
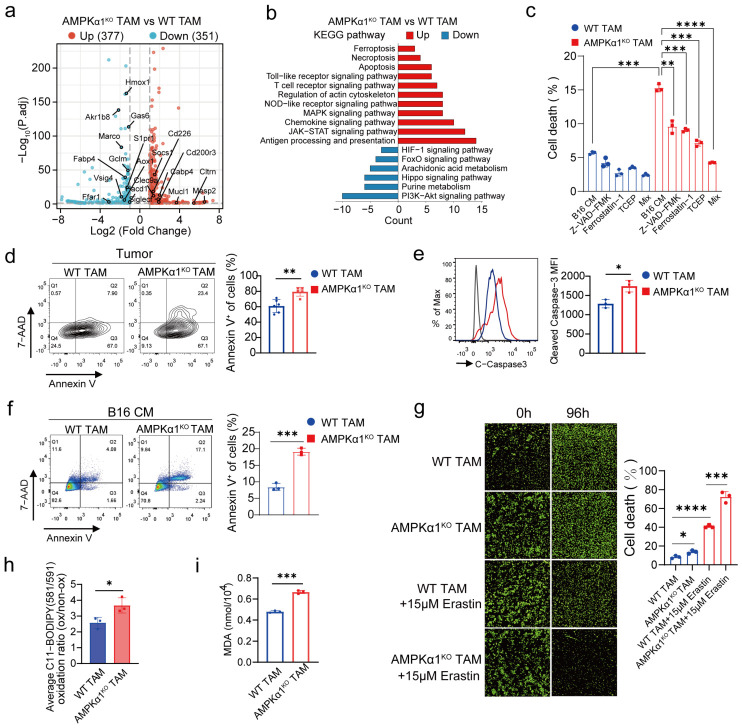
AMPK deficiency increases susceptibility to multiple forms of cell death in TAMs. (**a**) Volcano plot of DEGs in WT TAMs and AMPK^KO^ TAMs from B16 tumor-bearing mice *AMPK^fl/fl^* (*WT*) and *AMPK^fl/fl^LyZ2^cre^* (*AMPK-cKO*). (**b**) Bar plot of enriched KEGG pathway of DEGs in the TAMs from B16 tumor-bearing mice *AMPK^fl/fl^* (*WT*) and *AMPK^fl/fl^LyZ2^cre^* (*AMPK-cKO*). (**c**) Cell death in WT and AMPKα1KO TAMs induced with B16 CM in vitro and treatment with disulfide stress inhibitors TCEP (1 mM), the apoptosis inhibitor Z-VAD-FMK (10 µM), ferroptosis inhibitor Ferrostatin-1 (10 µM) and Mix inhibitor (Z-VAD-FMK (10 µM) + Ferrostatin-1 (10 µM) + (10 µM)) for 72 h. TAM death rates were assessed by PI staining and detected by High-Content Imaging System. (**d**) Flow cytometric quantification and representative plots of frequency of Annexin V+ TAMs from B16 tumor-bearing mice *AMPK^fl/fl^* (*WT*) and *AMPK^fl/fl^LyZ2^cre^* (*AMPK-cKO*), *n* = 6. (**e**) Flow cytometric quantification and representative plots of cleaved caspase-3 (C-Caspase3) expression in TAMs from B16 tumor-bearing mice *AMPK^fl/fl^* (*WT*) and *AMPK^fl/fl^LyZ2^cre^* (*AMPK-cKO*), *n* = 3. (**f**) Flow cytometric quantification and representative plots of frequency of Annexin V^+^ TAMs in *WT* and *AMPKα1^KO^* TAMs induced with B16 CM in vitro for 3 days. (**g**) Cell death quantification and representative images of GFP^+^ WT TAMs and GFP^+^ AMPKα1^KO^ TAMs induced with B16 CM and ferroptosis-inducer erastin (15 μM). (**h**) C11-BODIPY (a marker of lipid peroxidation) quantification showing lipid peroxidation accumulation in WT and AMPKα1^KO^ TAMs induced with B16 CM in vitro for 3 days. (**i**) Quantification of MDA in WT and AMPKα1^KO^ TAMs induced with B16 CM in vitro for 3 days. Data are presented as mean ± SEM. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001, **** *p* < 0.0001.

**Figure 4:**
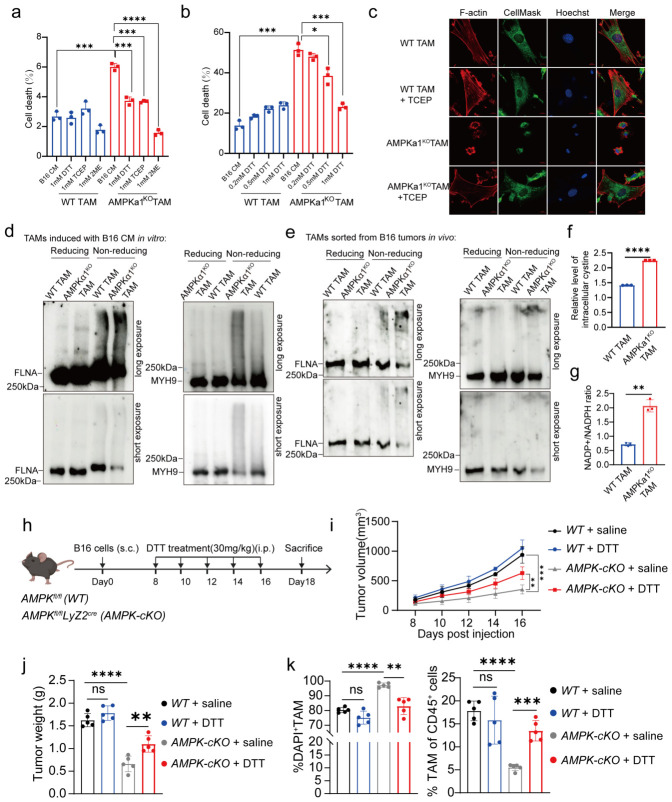
AMPK deficiency is associated with disulfidptosis-related cellular features in TAMs and reduced tumor growth. (**a**) Cell death in WT and AMPKα1^KO^ TAMs induced with B16 CM in vitro and treatment with disulfide stress inhibitors TCEP (1 mM), DTT (1 mM), 2ME (1 mM) for 72 h. TAM death rates were assessed by PI staining and detected by Flow cytometry. (**b**) Cell death in WT and AMPKα1^KO^ TAMs induced with B16 CM in vitro and treatment with disulfide stress inhibitors DTT in different concentrations for 5 days. TAM death rates were assessed by PI staining and detected by Flow cytometry. (**c**) Fluorescent staining of F-actin with phalloidin and the cell membrane with CPM^TM^ Green in WT and AMPKα1^KO^ TAM induced with B16 CM in vitro and treatment with disulfide stress inhibitors TCEP (1 mM) for 72 h. Scale bar = 20 μm. F-actin was stained with phalloidin (red), the cell membrane with CPM™ Green (green), and the nucleus with Hoechst (blue). (**d**) Non-reducing and reducing Western blot analysis of the indicated actin cytoskeleton proteins in WT and AMPKα1^KO^ TAM induced with B16 CM in vitro for 72 h. (**e**) Non-reducing and reducing Western blot analysis of the WT and AMPKα1^KO^ TAMs sorted from B16 tumor-bearing mice *AMPK^fl/fl^* (*WT*) and *AMPK^fl/fl^LyZ2^cre^* (*AMPK-cKO*). (**f**) A cystine assay kit was used to measure cystine levels in WT and AMPK^KO^ TAM induced with B16 CM in vitro for 72 h. (**g**) A kit was used to measure the ratio of NADP^+^/NADPH in WT and AMPKα1^KO^ TAMs induced with B16 CM in vitro for 3 days. (**h**) Treatment scheme for B16 tumor-bearing mouse models of *AMPK^fl/fl^* (*WT*) and *AMPK^fl/fl^LyZ2^cre^* (*AMPK-cKO*) mice. (**i**) Tumor volume was measured every two days from the eighth day after tumor cells injection in *AMPK^fl/fl^* (*WT*) and *AMPK^fl/fl^LyZ2^cre^* (*AMPK-cKO*) mice. (*n* = 5/group). (**j**) Tumor weight was measured on the day of sacrifice. (**k**) Flow cytometric quantification of frequency of DAPI^+^ TAMs and total TAMs proportion in *AMPK^fl/fl^* (*WT*) and *AMPK^fl/fl^LyZ2^cre^* (*AMPK-cKO*) mice treated with DTT or not. Data are presented as mean ± SEM. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001; ns, not significant.

**Figure 5:**
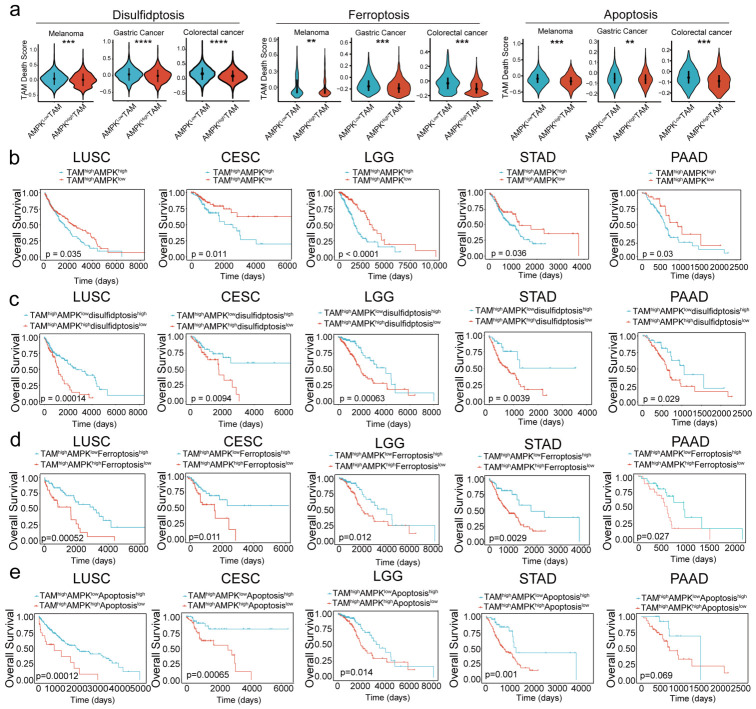
High AMPK activity in TAMs accompanies reduced cell death-related signatures and poor prognosis in cancer patients. (**a**) Signature scores of the disulfidptosis, ferroptosis and apoptosis-associated gene set in TAMs with high and low AMPK activation across human melanoma, colorectal, and gastric cancers. *p* values were calculated by two-sided Wilcoxon rank-sum test. (**b**–**e**) Kaplan–Meier survival analysis in a pan-cancer TCGA cohort stratified by TAMs infiltration, AMPK activation status, and disulfidptosis (ferroptosis or apoptosis) levels. Data are presented as mean ± SEM. ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

## Data Availability

The data supporting the findings of this study are publicly available in the following repositories. The raw RNA-seq data generated in this study are available in the NCBI Sequence Read Archive (SRA) under accession number GSE291140. The raw proteomic data for early- and late-stage TAMs are available in the iProX repository (https://www.iprox.cn/page/project.html?id=IPX0007435000, accessed on 25 May 2026) under the ProteomeXchange accession PXD046492. The single-cell RNA-sequencing (scRNA-seq) datasets analyzed in this study are available in the NCBI Gene Expression Omnibus (GEO) under accession numbers GSE225063 (melanoma), GSE236581 (colorectal cancer), and GSE183904 (gastric cancer).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms27146154/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

TAMs	tumor-associated macrophages
TME	tumor microenvironment
DEGs	differentially expressed genes
LD	Linear dichroism
KEGG	kyoto encyclopedia of genes and genomes
PCA	principal component analysis
DEPs	differentially expressed proteins
GO	gene ontology
BMDMs	bone marrow-derived macrophages
AMPK	AMP-activated protein kinase
MDSCs	myeloid-derived suppressor cells
MDA	malondialdehyde
TCEP	Tris (2-carboxyethyl) phosphine hydrochloride
DTT	Dithiothreitol
2ME	2-Mercaptoethanol
PPP	pentose phosphate pathway
GPX4,	glutathione peroxidase 4
G6PD	glucose-6-phosphate dehydrogenase
LDHB	lactate dehydrogenase B

# Supplementary material for: AMPK Suppresses Multiple Forms of Cell Death Including Disulfidptosis in Tumor-Associated Macrophages During Tumor Progression
**Source:** Int J Mol Sci. 2026 Jul 9;27(14):6154. doi: 10.3390/ijms27146154
**Supplement:** Supplementary file 1

# **AMPK Suppresses Multiple Forms of Cell Death Including Disulfidptosis in Tumor-Associated Macrophages During Tumor Progression**

**Ruixuan Wang, Huan Wang, Dianyuan Zhao, Wenting Yang, Di Liu \* and Li Tang \***

Supplementary Figures S1-S4

Figure S1

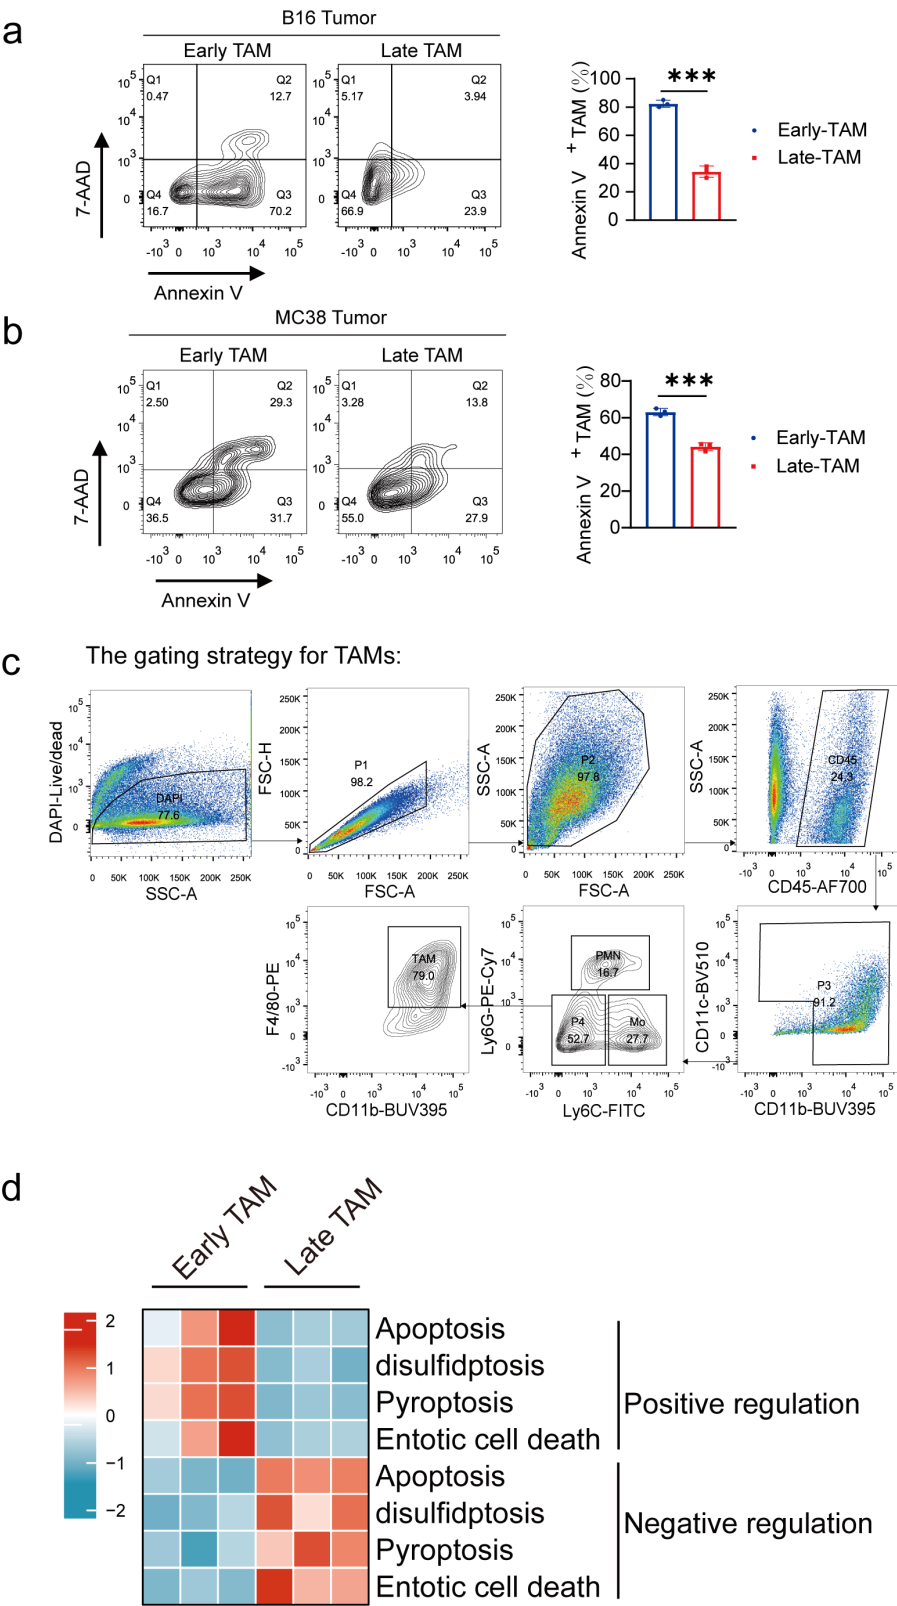

**Figure S1. The apoptosis of TAMs is reduced during tumor progression.**

(a) Flow cytometric quantification and representative plots of frequency of Annexin V<sup>+</sup> TAMs from B16 tumor-bearing mice in the early (day 8) and late stages (day 15). (b) Flow cytometric quantification and representative plots of frequency of Annexin V<sup>+</sup> TAMs from MC38 tumor-bearing mice in the early (day 8) and late stages (day 15). (c) Gating strategy for TAMs. TAMs were identified as CD45<sup>+</sup>CD11b<sup>+</sup>Ly6C<sup>+</sup>Ly6G<sup>+</sup>F4/80<sup>+</sup>cells

(d) Based on normalized transcriptomic data of early- and late-stage TAMs, gene sets positively and negatively regulating apoptosis, necroptosis, pyroptosis, and disulfidptosis, were scored using the *calculate\_sig\_score function* in the IOBR package (v0.99.9). The heatmap displays the enrichment scores of these positively and negatively regulated cell death-related gene sets.

Data are presented as mean ± SEM. \*p < 0.05; \*\*p < 0.01; \*\*\*p < 0.001.

**Figure S2**

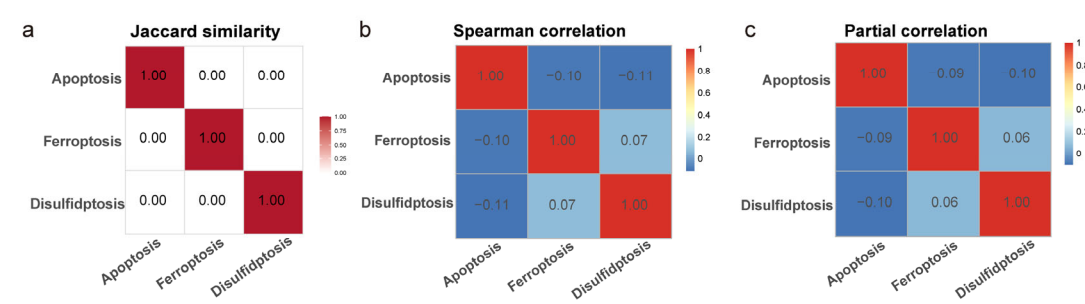

**Figure S2. Assessment of gene set overlap and signature independence among apoptosis, ferroptosis, and disulfidptosis programs in melanoma TAMs.**

(a) Jaccard similarity analysis of gene set overlap among apoptosis, ferroptosis, and disulfidptosis signatures. Pairwise Jaccard indices were calculated to quantify the degree of gene overlap between the three curated cell death-related gene sets.

(b) Spearman correlation analysis of apoptosis, ferroptosis, and disulfidptosis signature scores across melanoma samples based on TAMs derived from single-cell RNA-seq data. Signature scores were calculated from TAM populations within each sample to evaluate pairwise relationships among the three cell death-related programs.

(c) Partial correlation analysis of the corresponding signature scores across melanoma samples after adjustment for shared variance among signatures.

**Figure S3**

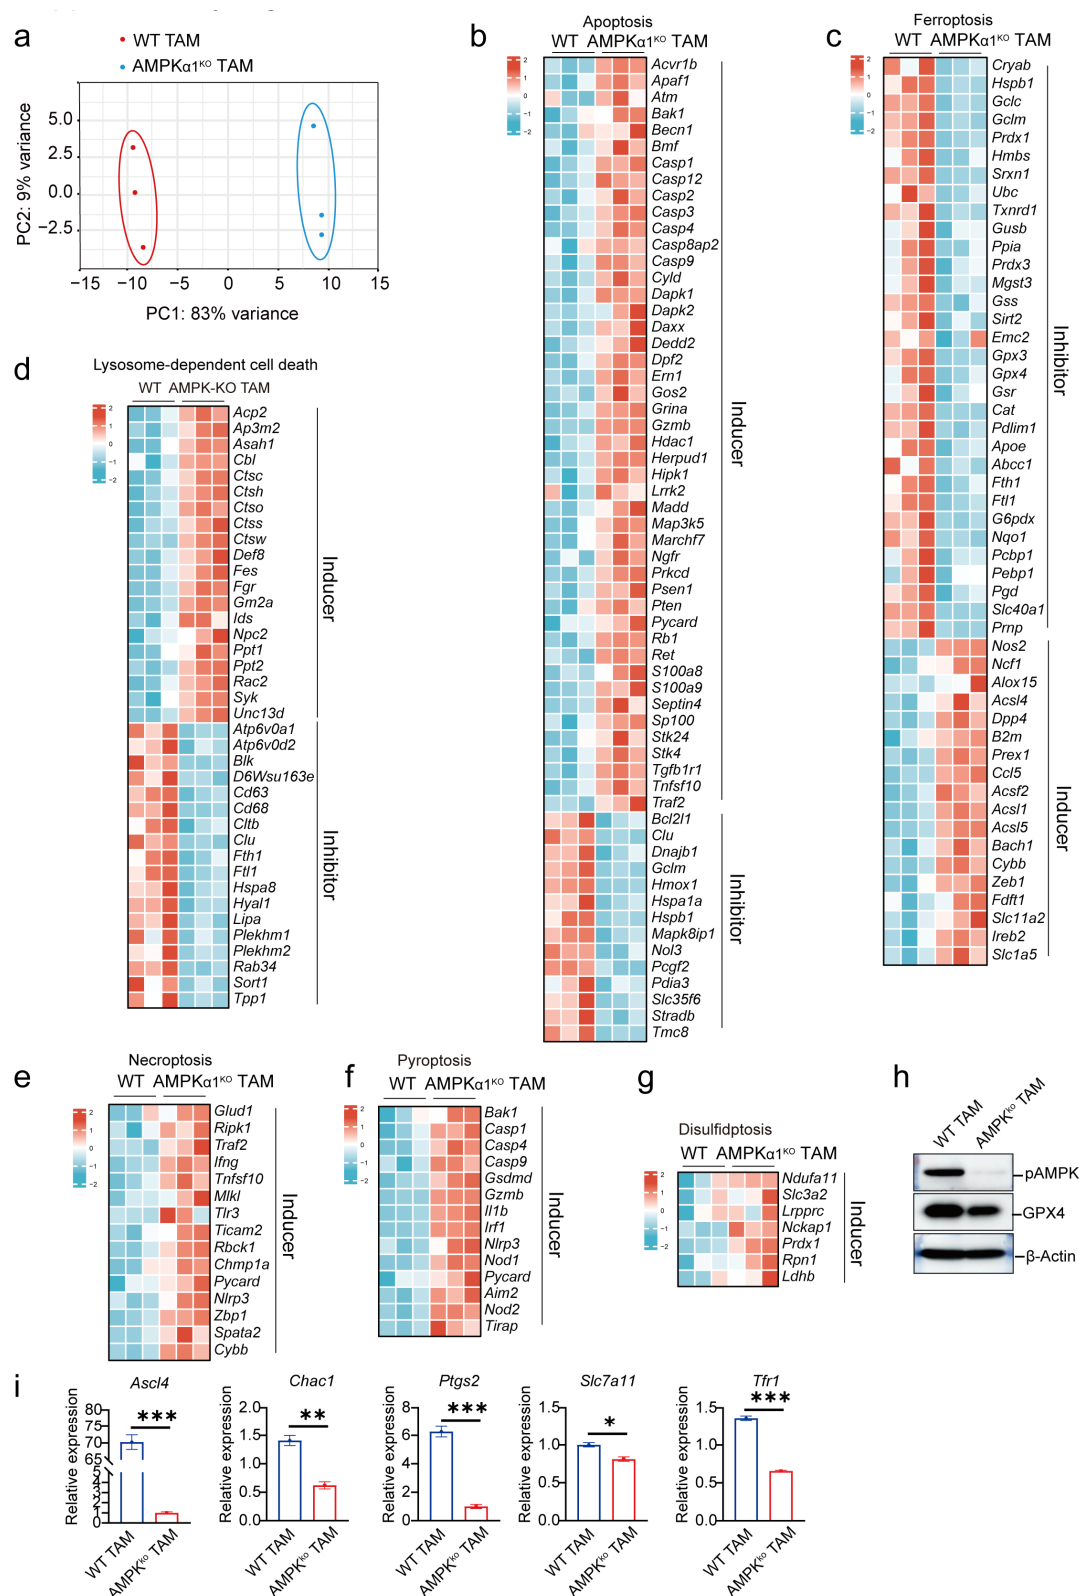

**Figure S3. Death-related gene expression profile and activation of multiple**

### cell death modalities in AMPK<sup>KO</sup> TAMs

(a) PCA analysis of WT TAM and AMPK<sup>KO</sup> TAM sorted from the tumor of B16 tumor-bearing mice *AMPK<sup>fl/fl</sup>* (WT) and *AMPK<sup>fl/fl</sup>LyZ2<sup>cre</sup>* (AMPK-cKO).

(b-g) Heatmap of promoting (Inducer) and inhibitory (Inhibitor) genes for apoptosis, ferroptosis, necroptosis, pyroptosis, lysosome-dependent cell death and disulfidptosis.

(h) Western blot analysis of GPX4 expression in WT and AMPK<sup>KO</sup> TAMs induced with B16 CM for 3 days.

(i) The relative mRNA expression of ferroptosis-related genes *Slc7a11*, *Ptgs2*, *Tfr1*, *Ascl4* and *Chac1* in WT and AMPK<sup>KO</sup> TAMs induced with B16 CM. Data are presented as mean  $\pm$  SEM. \*p < 0.05; \*\*p < 0.01; \*\*\*p < 0.001.

**Figure S4**

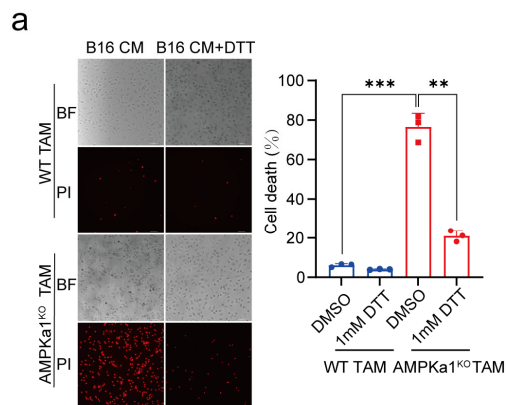

**Figure S4. AMPK deficiency-induced TAM death was suppressed by the disulfidptosis inhibitor DTT.**

(a) Representative PI staining image and quantitative analysis of death rates of WT and AMPK<sup>KO</sup> BMDMs stimulated with B16 CM and treatment with disulfide stress inhibitors DTT (1mM) for 108h. Scale bar = 50  $\mu$ m. TAM death rates were assessed by Image J (v1.53a).

**Figure S5**

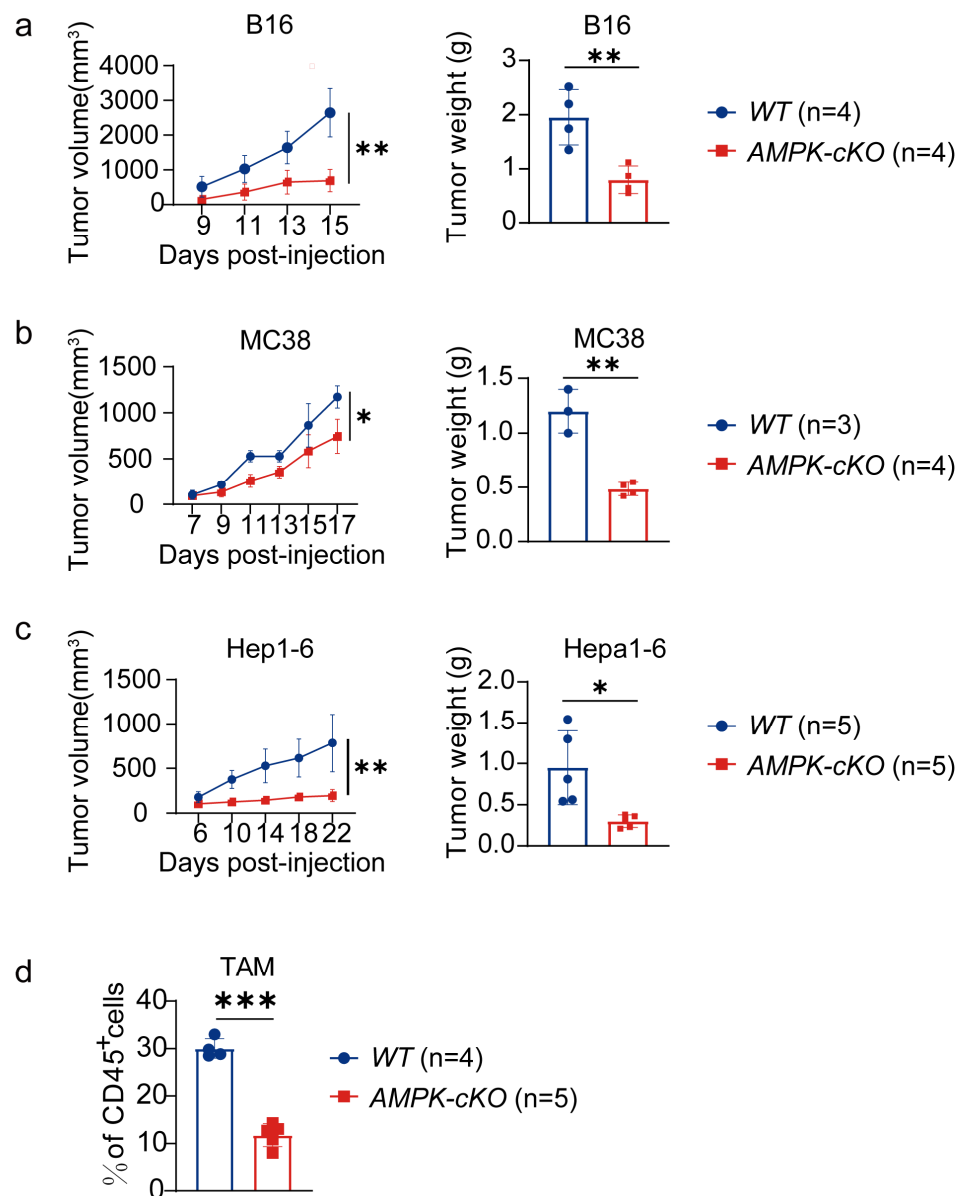

**Figure S5. Myeloid AMPK knockout inhibits tumor growth and reduces the proportion of TAMs.**

(a) *AMPK<sup>fl/fl</sup>* (WT) and *AMPK<sup>fl/fl</sup>LyZ2<sup>cre</sup>* (AMPK-cKO) mice were subcutaneously injected with B16-F10. Tumor volume was measured every three days from the sixth day after tumor cells injection. Tumor weight was measured on the day of sacrifice.

(b) *AMPK<sup>fl/fl</sup>* (*WT*) and *AMPK<sup>fl/fl</sup>LyZ2<sup>cre</sup>*(*AMPK-cKO*) mice were subcutaneously injected with MC38. Tumor volume was measured every three days from the sixth day after tumor cells injection. Tumor weight was measured on the day of sacrifice.

(c) *AMPK<sup>fl/fl</sup>* (*WT*) and *AMPK<sup>fl/fl</sup>LyZ2<sup>cre</sup>*(*AMPK-cKO*) mice were subcutaneously injected with Hepa 1-6. Tumor volume was measured every three days from the sixth day after tumor cells injection. Tumor weight was measured on the day of sacrifice.

(d) Flow cytometric quantification of frequency of the TAMs ( $CD45^{+}CD11b^{+}Ly6G^{-}Ly6C^{+}F4/80^{+}$ ). Data are presented as mean  $\pm$  SEM. \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ .

# Supplementary material for: AMPK Suppresses Multiple Forms of Cell Death Including Disulfidptosis in Tumor-Associated Macrophages During Tumor Progression
**Source:** Int J Mol Sci. 2026 Jul 9;27(14):6154. doi: 10.3390/ijms27146154
**Supplement:** Supplementary file 1

### Supplementary table S1. List of primer

#### The primer of Q-PCR:

| Gene                            | primer                                                |
|---------------------------------|-------------------------------------------------------|
| <i><math>\beta</math>-actin</i> | F:TCCATCATGAAGTGTGACGT<br>R:TACTCCTGCTTGCTGATCCAC     |
| <i>Acs14</i>                    | F:ATTGGTCAGGGATATGGGCT<br>R:AGAGGAGCTCCAACTCTTCCA     |
| <i>Slc7a11</i>                  | F:TGGGTGGAAGTGTCTCGTAAT<br>R:AGGATGTAGCGTCCAAATGC     |
| <i>Ptgs2</i>                    | F:GGGAGTCTGGAACATTGTGAA<br>R:GTGCACATTGTAAGTAGGTGGACT |
| <i>Chac1</i>                    | F: TGACCCTCCTTGAAGACCGTGA<br>R:AGTGTCATAGCCACCAAGCACG |
| <i>Tfr1</i>                     | F:GTTTCTGCCAGCCCCTTATTAT<br>R:GCAAGGAAAGGATATGCAGCA   |

#### The primer of mouse genotype:

|                      |                                                                                      |
|----------------------|--------------------------------------------------------------------------------------|
| Lyz2cre              | 3066:CCCAGAAATGCCAGATTACG<br>3067:CTTGGGCTGCCAGAATTTCTC<br>3068:TTACAGTCGGCCAGGCTGAC |
| AMPK $\alpha$ 1-flox | 11528: CCCACCATCACTCCATCTCT<br>11529: AGCCTGCTTGGCACACTTAT                           |

How the deposited data were processed for this re-analysis (not part of the article)

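Bulk RNA-seq of sorted TAMs from B16 melanoma tumors was analysed in both of the study's comparisons. The first set 3 late-stage samples (day 15) against 3 early-stage samples (day 8), and the second set 3 AMPK-KO samples against 3 WT samples (day 15). For both, the authors mapped reads with HISAT2, counted them per gene with featureCounts and deposited the raw counts in 1 table per comparison. The paper's text gives no versions of these tools and does not say how strand or multiply mapped reads were handled. No column of the tables was left unused. Each table lists 55401 genes, of which 27883 (AMPK-KO and WT) and 27545 (late-stage and early-stage) had no count in any sample, and 107 symbols occur more than once, so that genes were followed by identifier. The paper writes GRCh38 for the mouse genome. Of the identifiers, 55141 are in GENCODE M21 and 54349 match it with their version, so coordinates were taken from that annotation of GRCm38 and given only where the version matched. The library totals ranged from 71019494 to 84470374 counts, and the totals of each group are given where its experiment is introduced.

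Genes were filtered with filterByExpr and scaled by TMM, and groups were compared with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit, glmQLFTest) in R 4.3.3, without covariates. Each table was fitted on its own. The p-values of genes, set tests and overlaps were adjusted by the Benjamini-Hochberg method over the genes tested, or over the lists of a family. Those of the exact permutation tests and of the set tests on subsets of the NRF2 targets were not adjusted. Differentially expressed genes had an adjusted p under 0.05 and an absolute log2 fold change above 1. Principal components used log2 CPM (prior count 2) of the 500 most variable genes. Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01), their overlap with the differentially expressed genes with a one-sided Fisher's exact test against the genes tested, and their score per sample with a two-sided exact permutation test, for which 0.1 is the smallest p that 3 samples against 3 can give. A level of 3 counts was taken as the floor that a count of 0 allows. The edgeR and DESeq2 comparisons and camera were tested on simulated data with the depth and spread of each table. The changed genes had absolute log2 fold changes of 1 to 3, and smaller changes were not simulated. For AMPK-KO against WT, edgeR called 153 of 192 changed genes (79.7%), none in the wrong direction, and 13 of its calls (7.83%) were unchanged genes, while DESeq2 called 159 of 200 (79.5%) with 29 unchanged (15.4%). For late-stage against early-stage, edgeR called 156 of 195 (80%) with 9 unchanged (5.45%), and DESeq2 166 of 200 (83%) with 33 unchanged (16.6%). Of 200 random lists of 30 unchanged genes, camera gave a p under 0.05 for 0 in the first simulation and 6 in the second. The simulated genes were drawn independently, so this does not show how camera at its preset correlation behaves with correlated genes.

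The alternatives tried were RLE and upper-quartile factors, DESeq2 1.42.0 with its Wald test, no filter beyond 1 count, at least 10 counts in every library, an unadjusted p with edgeR or DESeq2, the replicate number as a block, and each library left out in turn. Set tests were also run with fry and with an estimated correlation, scores with the first principal component of the list genes, and principal components with all genes, a prior count of 0.5, and DESeq2's variance-stabilizing transformation. The test, the lists, the alternatives and the rule for naming genes were chosen before the data were examined. Scaling by RLE or upper quartiles moved the median log2 fold change of all genes by at most 0.014 in size.

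The lists comprise the 21 lists drawn in Figures 1b and S3b–g, read from the figures (275 genes), which the study draws in these samples without saying how the genes were picked, and lists written from general knowledge. The latter cover apoptosis, ferroptosis, necroptosis, pyroptosis, disulfidptosis, its actin cytoskeleton targets, AMPK signaling, NRF2 targets, interferon response and MHC antigen presentation, together with the genes of the proteins in Figures 1c and 2e and of the qPCR in Figure S3i. Markers were listed for macrophages, B16 melanoma cells, T cells, NK cells, B cells, neutrophils, conventional and plasmacytoid dendritic cells, basophils or mast cells, fibroblasts, endothelial cells and erythroid cells.

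The genes named are the AMPK subunit genes and the genes the results or discussion name, the genes labelled in Figure 3a, the gene with the smallest adjusted p in the drawn direction of each figure list and any gene past the threshold against it, genes that the figures give opposite roles or directions, the 5 higher and 5 lower differentially expressed genes with the smallest adjusted p and no overlap between groups in each comparison, and the genes of the qPCR and of the Figure 2e proteins. Where another gene is named, its values had been seen. Some genes that the rule covers are not reported here. Plots were drawn with matplotlib 3.10.9 and tables handled with pandas 2.3.3 in Python 3.11.15. Proteomic, metabolic, flow cytometry and imaging data were not analysed here, nor were KEGG enrichment, the IOBR scores and the sequencing reads.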

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

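The tests in this part were chosen only after the result was seen.

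The paper does not report on Y-linked genes, which carried a signal far above the floor of 3 counts for each of the 4 genes in some groups. Ddx3y, Eif2s3y, Kdm5d and Uty together had 3435, 3489 and 4035 counts in early-stage TAM samples 1 to 3 and 0, 4 and 0 in the late-stage samples. Xist, transcribed from the inactive X chromosome, had 13568, 22094 and 18274 counts in the early-stage and 41700, 23982 and 24740 in the late-stage samples. In the other table, the same Y-linked genes had 9917, 9229 and 11360 counts in the WT and 11299, 12183 and 11372 in the AMPK-KO samples, where Xist had 158, 60 and 134 and 0, 8 and 5 counts. The paper names female mice for its tumor experiments.

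RNA of the injected B16 cells cannot account for the difference between the stages, because melanoma markers in late-stage TAMs stayed at a median of 64.5% of their early-stage level (range 56.2% to 78.8%), while the Y-linked genes fell to 0.0374%. Reads shared with the X-linked copies are excluded as well, since these copies stayed between 94.3% and 118%. The early-stage Y-linked level was 31.6% of that of WT and AMPK-KO TAMs and the early-stage Xist level 60.2% of that of late-stage TAMs. These add up to 91.7%, which is consistent with early-stage samples that hold cells of both sexes. The first of these shares compares CPM across separate tables. Y-linked counts beside few Xist counts in all WT and AMPK-KO samples are in line with male mice there. The paper's text does not say whether mice were pooled, and how cells of both sexes would have come together was not tested.

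Sex chromosome genes make up a small part of the differentially expressed genes between the stages. Of the 328 with a known chromosome, 7 lie on X and 6 on Y, together 3.96%, against 3.20% of the genes tested, and 315 are autosomal. An effect of the sex of the mice on autosomal genes cannot be told apart from the stage, because 0 late-stage libraries carried Y-linked counts above the floor and all 3 early-stage libraries did. In the WT and AMPK-KO samples the Y-linked genes were present in all 6, so both groups share this signal.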

How the results depend on the processing

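The tests of other splits of the samples were set before their results were seen, and no other alternative was added afterwards. Where no cause is given for a change, the cause was not tested.

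With RLE factors, the counts of higher and lower genes, the figure list counts, the list overlaps and the set tests kept their side of the threshold. The differentially expressed genes were then 581 of the 585 for AMPK-KO against WT and 328 of the 329 for late-stage against early-stage TAMs. Upper-quartile factors kept 572 and 326 of them, DESeq2 577 of 585 and 311 of 329, no filter 485 and 237, and at least 10 counts in every library 483 and 290. Each fit without a library kept between 421 (without WT replicate 3) and 501 (without WT replicate 1) of the 585, and between 210 (without late-stage replicate 2) and 291 (without early-stage replicate 1) of the 329.

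Each result was set against the other ways of splitting its 6 samples into 3 and 3. For AMPK-KO against WT, 1 of the 10 splits of the 6 samples, the real one, gave as many genes with an adjusted p under 0.05 (3693) and as many differentially expressed genes (585), as many figure list genes past the threshold (128), as many compiled lists past camera (8) and as many Figure 1b lists past it (2). For the 9 lists of Figure S3 it was 4 of the 10 splits, and the other splits gave between 5 and 9 lists past camera. Passing camera alone thus does not single out the real grouping for these lists. For late-stage against early-stage TAMs, 1 of the 10 splits gave as many genes with an adjusted p under 0.05 (1619), differentially expressed genes (329), figure list genes (47), Figure 1b lists (9) and compiled lists (5), and 3 of the 10 gave as many Figure S3 lists (1). No other split gave more than 1 gene with an adjusted p under 0.05. The design cannot give a share below 1 in 10. Every other split has unequal numbers of both groups on its sides, so it keeps part of the difference between them and adds the rest to the spread within its sides. Neither the lists nor the few genes that pass in such a split show what samples without a difference would give.

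The counts of genes moved most with the threshold. With an unadjusted p, edgeR gave 346 lower genes in AMPK-KO TAMs and 5715 genes at any fold change, and in late-stage TAMs 301 higher, 371 lower and 4313 at any fold change. DESeq2 with an unadjusted p gave 642, 498 and 5929 in AMPK-KO TAMs and 512, 485 and 4625 in late-stage TAMs. An unadjusted p calls more genes by construction. With an adjusted p, DESeq2 gave 2447 genes at any fold change in late-stage TAMs. The share of higher genes among the calls in late-stage TAMs was 32.2%, but 44.8% with an unadjusted p, 51.4% with DESeq2 and an unadjusted p, and 44.0% without early-stage replicate 1. No filter gave 65 higher genes and 936 at any fold change in late-stage TAMs, where more genes are tested.

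Among the fits that each left out a library, the genes with an adjusted p under 0.05 ranged from 2414 (without WT replicate 3) to 4039 (without WT replicate 1) in AMPK-KO TAMs and from 653 (without late-stage replicate 2) to 2835 (without early-stage replicate 1) in late-stage TAMs, and the higher genes in late-stage TAMs from 70 (without late-stage replicate 2) to 186 (without early-stage replicate 1). It was 2419 without AMPK-KO replicate 2 in AMPK-KO TAMs. Against the 3693 and 1619 genes with all samples, the number rose without WT replicate 1, without early-stage replicate 1 and without early-stage replicate 3 (1698), and fell without each of the other samples. The cause of these rises was not tested. The variance of the first principal component ranged from 38.9% to 43.3% for AMPK-KO against WT and from 39.5% to 43.7% for late-stage against early-stage TAMs. A prior count of 0.5 gave 34.1% and 35.8%, and DESeq2's variance-stabilizing transformation 79.5% and 69.4%.

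Counts of Figure 1b genes past the threshold depended on the filter and on single libraries. No filter gave 5 apoptosis inhibitors, 1 pyroptosis inducer, 4 lysosome-dependent cell death inducers and 1 disulfidptosis inducer. Of the entotic cell death inducers, 1 passed with upper-quartile factors, with DESeq2 (1) and with at least 10 counts in every library (1). In the fits without a library, the count ranged from 0 to 13 for apoptosis inhibitors, 5 to 9 for ferroptosis inducers, 1 to 3 for pyroptosis inducers, 1 to 4 for necroptosis inducers, 2 to 10 for lysosome-dependent cell death inducers, 1 to 3 for disulfidptosis inducers, 0 to 1 for entotic cell death inducers, 1 to 4 for ferroptosis inhibitors, 2 to 7 for lysosome-dependent cell death inhibitors and 0 to 1 for the alkaliptosis gene. Each list reached its lowest count without early-stage replicate 2. For apoptosis and ferroptosis inhibitors no other fit was as low, while every other list was as low without at least 1 of the late-stage replicates. Each of the highest counts occurred without early-stage replicate 1 or 3. Where the count was 0 without early-stage replicate 2, an unadjusted p under 0.05 was reached by 13 apoptosis inhibitors, 1 entotic gene and 0 alkaliptosis genes. In AMPK-KO TAMs, the apoptosis inducers of Figure S3b ranged from 17 (without WT replicate 3) to 30 (without WT replicate 1), the ferroptosis inducers of Figure S3c from 8 (without WT replicate 3) to 12 (without WT replicate 2) and the necroptosis inducers of Figure S3e from 5 (without AMPK-KO replicate 2) to 9 (without WT replicate 1).

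With an estimated correlation between genes, many set tests passed camera no longer. In late-stage TAMs the adjusted p of the Figure 1b lists rose to 0.0552 for apoptosis inducers, 0.0577 for lysosome-dependent cell death inducers, 0.0577 for necroptosis, 0.0642 for pyroptosis, 0.118 for ferroptosis inhibitors and 0.172 for disulfidptosis. It also rose to 0.223 for interferon response, 0.270 for the compiled necroptosis list, 0.281 for that of pyroptosis, 0.291 for NRF2 targets, 0.291 for Figure 1c inhibitors and 0.585 for the ferroptosis inhibitors of Figure S3c. In AMPK-KO TAMs it rose to 0.0577 for the Figure S3g list, 0.0746 for Figure 1c inhibitors, 0.0998 for ferroptosis, 0.101 for MHC antigen presentation, 0.126 for Figure 1c inducers, and 0.417 for the disulfidptosis and 0.417 for the lysosome-dependent cell death inducers of Figure 1b.

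With fry, which tests a list without reference to other genes, more lists passed. In late-stage TAMs these were the Figure 1b lists of cuproptosis (2.4e-03), entotic cell death (3.2e-03) and alkaliptosis (0.0438), the compiled disulfidptosis list (0.0268), the qPCR genes (0.0268), and the lists of Figure S3e (0.0455) and Figure S3f (0.0455), while the ferroptosis inhibitors of Figure S3c did not (0.0507). In AMPK-KO TAMs they were the compiled apoptosis (5.7e-03) and disulfidptosis (0.0214) lists and the Figure 1b lists of ferroptosis inducers (1.2e-03), lysosome-dependent cell death inhibitors (1.6e-03), pyroptosis (1.6e-03), ferroptosis inhibitors (4.0e-03), alkaliptosis (5.0e-03), entotic cell death (0.0172) and cuproptosis (0.0310). The direction of the Figure 1b necroptosis list in AMPK-KO TAMs reversed under fry (0.273).

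At least 10 counts in every library reversed the direction of lists far from the threshold, in AMPK-KO TAMs that of the Figure 2e proteins (0.997) and in late-stage TAMs those of the compiled apoptosis list (0.995), the ferroptosis inducers of Figure S3c (0.989) and the inducers of Figure S3d (0.989). It put the compiled necroptosis list at 0.0875 in late-stage TAMs. Without a filter, the adjusted p in late-stage TAMs was 0.0395 for the cuproptosis gene, 0.0456 for the qPCR genes and 0.0312 for each of the inducers and inhibitors of Figure S3b and the lists of Figure S3f and Figure S3g, all now past the threshold, and the Figure 1b necroptosis list reversed in AMPK-KO TAMs (0.964).

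When a library was left out, the adjusted p in late-stage TAMs ranged from 0.0371 (without early-stage replicate 1) to 0.138 (without early-stage replicate 3) for Figure 1c inhibitors, from 0.0366 (without early-stage replicate 3) to 0.119 (without late-stage replicate 2) for necroptosis, from 5.8e-03 (without late-stage replicate 1) to 0.0855 (without late-stage replicate 2) for pyroptosis, from 0.0289 (without early-stage replicate 3) to 0.976 (without early-stage replicate 1) for MHC antigen presentation, and from 0.596 (without early-stage replicate 3) to 0.979 (without late-stage replicate 2) for apoptosis. It ranged from 0.0470 (without early-stage replicate 3) to 0.356 (without early-stage replicate 1) for the apoptosis inhibitors of Figure S3b, from 7.4e-04 (without early-stage replicate 3) to 0.199 (without early-stage replicate 1) for the ferroptosis inhibitors and from 0.610 (without early-stage replicate 1) to 0.999 (without early-stage replicate 2) for the ferroptosis inducers of Figure S3c. In AMPK-KO TAMs it ranged from 0.795 (without WT replicate 2) to 0.963 (without WT replicate 1) for the apoptosis inhibitors and from 0.806 (without WT replicate 2) to 0.963 (without WT replicate 1) for the necroptosis inducers of Figure 1b, from 0.532 (without AMPK-KO replicate 3) to 0.994 (without AMPK-KO replicate 2) for AMPK signaling and from 0.679 (without AMPK-KO replicate 3) to 0.958 (without WT replicate 2) for the Figure 2e proteins. The lists of these that changed direction did so at an adjusted p above the threshold.

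Of the list scores, those of apoptosis (7.44) and MHC antigen presentation (3.13) in late-stage TAMs reversed with the first principal component as the score. Without a library, the score difference ranged from −0.14 (without early-stage replicate 3) to 0.018 (without early-stage replicate 1) for apoptosis, from −0.64 (without early-stage replicate 3) to 0.23 (without early-stage replicate 1) for MHC antigen presentation and from −0.14 (without early-stage replicate 3) to 0.11 (without early-stage replicate 1) for Figure 1c inducers. The 112 overlap tests kept their side of the threshold.

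Named genes that reversed had log2 fold changes between −0.25 (Chac1 in late-stage TAMs) and 0.07 (Lyz2 in AMPK-KO TAMs) with all samples. These were Slc2a1 with upper-quartile factors (−0.0098) and no filter (−0.0034) and Acaca with upper-quartile factors (−0.0042) in AMPK-KO TAMs, and Pfkp with RLE factors (0.00097) and at least 10 counts in every library (0.0041) in late-stage TAMs. In the fits without a library in AMPK-KO TAMs, the log2 fold change went for Lyz2 from −0.083 (without AMPK-KO replicate 3) to 0.28 (without WT replicate 2), Prkab2 from −0.10 (without WT replicate 2) to 0.13 (without WT replicate 1), Prkag1 from −0.087 (without WT replicate 1) to 0.031 (without WT replicate 2), Slc2a1 from −0.030 (without AMPK-KO replicate 2) to 0.029 (without WT replicate 2), Acaca from −0.085 (without WT replicate 2) to 0.11 (without AMPK-KO replicate 3) and Chac1 from −0.82 (without AMPK-KO replicate 1) to 0.19 (without AMPK-KO replicate 2). In late-stage TAMs it went for G6pdx from −0.021 (without early-stage replicate 2) to 0.011 (without early-stage replicate 3), Gpx4 from −0.11 (without early-stage replicate 3) to 0.12 (without early-stage replicate 1), Acaca from −0.16 (without early-stage replicate 1) to 0.033 (without early-stage replicate 3), Acacb from −0.58 (without late-stage replicate 3) to 0.23 (without early-stage replicate 3), Acsl4 from −0.068 (without early-stage replicate 1) to 0.15 (without early-stage replicate 3), Chac1 from −0.78 (without late-stage replicate 2) to 0.023 (without early-stage replicate 1), Pfkm from −0.20 (without early-stage replicate 3) to 0.095 (without early-stage replicate 1), Pfkp from −0.038 (without early-stage replicate 3) to 0.034 (without early-stage replicate 1), Ppp2r5c from −0.061 (without early-stage replicate 1) to 0.033 (without early-stage replicate 3), Rps6kb1 from −0.12 (without early-stage replicate 1) to 0.0081 (without early-stage replicate 3) and Tfrc from −0.093 (without early-stage replicate 1) to 0.056 (without early-stage replicate 3). Apart from these, 15 results of single genes became weaker and 15 stronger across the other alternatives, and 75 became weaker and 15 stronger in the fits without a library, while 926 and 844 kept their direction and side of the threshold.

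The replicate numbers do not pair the samples, since residuals of samples with the same number correlated by −0.0039 to 0.042 across the groups. With the replicate number as a block, 541 of the 585 and 284 of the 329 differentially expressed genes stayed, of 580 and 308 called. The block takes up degrees of freedom, and calls it loses are not thereby smaller effects. With this replicate block, 4 lysosome-dependent cell death inducers of Figure 1b passed, and the adjusted p in late-stage TAMs was 0.0991 for Figure 1c inhibitors, 0.0991 for necroptosis and 0.0515 for pyroptosis. The compiled apoptosis list (0.904), the ferroptosis inducers of Figure S3c (0.960) and Pfkp (log2 fold change 0.00080) reversed in late-stage TAMs, and the Figure 1b necroptosis list in AMPK-KO TAMs (0.950).

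The depth limits genes with few counts. Cltrn and Scd3 in AMPK-KO against WT and Prkag3 and Scd3 in late-stage against early-stage TAMs have values only without the filter, or with DESeq2 for the first pair, and Masp2 and Prkag3 have none in AMPK-KO against WT. With 3 samples in each group an exact permutation test cannot go below 0.1, so scores and principal components show separation and no smaller p.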

Differences from the paper's values

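The paper draws about 350 genes as lower in AMPK-KO TAMs in Fig. 3a, read by eye, against 225 here. Of the alternatives set before the data were examined, those within 1.5 times the paper's value were an unadjusted p (346), DESeq2 (303), DESeq2 with an unadjusted p (498) and the fits without WT replicate 1 (248) and without AMPK-KO replicate 3 (237). RLE factors (225), upper-quartile factors (231), no filter (199), at least 10 counts in every library (195), the replicate number as a block (223) and the fits without WT replicate 2 (204), WT replicate 3 (174), AMPK-KO replicate 1 (220) or AMPK-KO replicate 2 (212) were not.

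For the variance of the first principal component, the paper's value is about 83% in Figure S3a, read by eye, against 38.5% here. Of the alternatives set before the data were examined, only DESeq2's variance-stabilizing transformation came within 1.5 times, with 79.5%. All genes (37.5%), RLE factors (38.5%), a prior count of 0.5 (34.1%) and the fits without a sample (38.9% to 43.3%) did not. For the second component the paper's value is about 9% in Figure S3a, read by eye, against 17.9% here, and again only the variance-stabilizing transformation (8.91%) came within 1.5 times, while all genes (18.1%), RLE factors (18.0%), a prior count of 0.5 (19.2%) and the fits without a sample (20.8% to 22.6%) did not.

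The total of differentially expressed genes was 585 here against the paper's 728, within 1.5 times, and DESeq2 gave 731. DESeq2 with an unadjusted p, the setting named in the paper's methods, gave 1140, more than 1.5 times the paper's value, and 642 higher genes against about 380 in Fig. 3a, read by eye. The axis of that figure reads adjusted p.

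The paper draws the 7 genes of Figure S3g as higher in AMPK-KO TAMs, and here all 7 were lower, with log2 fold changes from −0.79 (Prdx1) to −0.12 (Lrpprc). Prdx1, Nckap1, Rpn1, Slc3a2 and Ldhb were also lower under each alternative that was run for them, and Ldhb passed the threshold as lower under 3 of these, with an adjusted p as small as 0.0333. Prdx1 is drawn as falling in Figure S3c and as rising in Figure S3g. Dnajb1, drawn as lower in Figure S3b, had a log2 fold change of 0.10 (adjusted p = 0.293).

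The paper describes apoptosis and ferroptosis as upregulated in AMPK-KO TAMs by KEGG terms. The list of ferroptosis genes written for this comparison was lower (camera adjusted p = 5.3e-03), and that of apoptosis genes was higher with an adjusted p of 0.265, which fry puts at 5.7e-03. These lists are not the KEGG terms, and they do not separate inducers from inhibitors. Slc40a1 and Gclm, which are on the ferroptosis list and fell, are drawn as ferroptosis inhibitors in Figure S3c. The direction of such a list cannot tell more cell death from less, so it does not contradict the paper's statement.

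Of the genes the paper labels as differentially expressed in Fig. 3a, Siglech had a log2 fold change of −0.29 (adjusted p = 0.755) and Masp2 had no counts. Cltrn was too low to be tested with the filter used, and DESeq2 called it (adjusted p = 0.0445), while edgeR without the filter did not (adjusted p = 0.0843).

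The paper describes gene sets that promote entotic cell death as less enriched in late-stage TAMs, and inhibitors of apoptosis and ferroptosis as rising. It does not name single entotic genes or alkaliptosis as changed. The score of the Figure 1b entotic list fell here as well, from 0.820 to −0.820. The difference lies only in single genes drawn in Figure 1b, where 16 of the 41 inhibitors had an adjusted p under 0.05. The genes Atg5, Uvrag and Ikbkb of Figure 1b moved as drawn but did not pass the threshold. The count of entotic genes past it was 1 with upper-quartile factors, with DESeq2, with at least 10 counts in every library and without early-stage replicate 1, and Ikbkb passed without early-stage replicate 1.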

Other observations

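Tests of B cell genes outside the marker list, NRF2 target subsets, and length and GC content were set before their results were seen. The set tests of whole lists and the rule for naming genes were chosen before the data were examined. All other tests in this part were chosen only after the result was seen.

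The 7 genes of Figure S3g are lower in AMPK-KO TAMs here and drawn as higher. Exchanged labels of the libraries themselves are excluded, since 160 of the 161 genes (99.4%) of the other AMPK-KO heatmaps move as drawn. Drawing from counts not scaled for library size does not explain the direction either, because 0 of the 7 genes had a higher mean count in AMPK-KO TAMs without scaling. The colours of the heatmap, read by eye, were compared with z-scores of the unscaled counts under all 720 orders of the 6 libraries. The order with AMPK-KO samples 1 to 3 placed first and WT samples 1 to 3 last ranked 1, with a correlation of 0.963 over 42 cells, and the next order reached 0.867. The drawn order ranked 447, with a correlation of −0.141. This ranking was chosen after a first comparison within the groups (0.951 exchanged, 0.679 as drawn) had not met the threshold set for it. With log2 CPM the correlations were 0.799 exchanged and −0.478 as drawn over all cells, and 0.574 and 0.378 within the groups. A candidate explanation is that the group names above this heatmap were exchanged. Only the figure's source data could settle this.

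Lyz2, the locus of the cre line and a main macrophage gene, was low in both WT and AMPK-KO TAMs. Its WT level was 0.952% of the level in late-stage TAMs, from CPM of separate tables. Reads assigned to Lyz1 instead do not make up for this, since Lyz1 and Lyz2 together reached 29.1% of the late-stage level in WT TAMs, and 44.5% in the WT or AMPK-KO library with the most. Lyz1 itself had 22635, 24887 and 25744 counts in WT and 35101, 39595 and 40421 in AMPK-KO samples, against 3764, 2302 and 2637 in late-stage and 7414, 7073 and 8584 in early-stage samples. A lack of macrophages is excluded as well, as the median level of the macrophage markers in WT TAMs was 108.5% of that in late-stage TAMs (range 91.2% to 225%). The sample labels write cre/cre for the AMPK-KO group, which means cre on both alleles, and no cre for WT. An insertion of cre on both Lyz2 alleles might lower Lyz2, so low counts in the AMPK-KO samples go with their labels. The equally low counts in WT do not, and they leave open whether the WT samples lack cre. The log2 fold change of 0.072 between the groups does not settle this. Cre in both groups also cannot be told apart from other differences between the separately made tables. Lyz2 changed sign when a library was left out (from −0.083 without AMPK-KO replicate 3 to 0.28 without WT replicate 2).

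Markers of other cell types differed between AMPK-KO and WT TAMs. The median log2 fold change was 1.09 for NK cells (camera adjusted p = 9.2e-07), 0.76 for T cells (1.1e-06), 0.76 for conventional dendritic cells (4.5e-06), 1.41 for neutrophils (1.3e-04), 0.55 for fibroblasts (2.1e-04), −0.50 for B16 melanoma cells (9.2e-07), −3.10 for B cells (5.5e-03) and −1.56 for erythroid cells (1.6e-03). It was −0.12 for macrophages (0.197), 0.16 for endothelial cells (0.319), −0.22 for plasmacytoid dendritic cells (0.832) and 0.98 for the 2 basophil or mast cell markers tested (0.399). With an estimated correlation no marker list passed, and the smallest adjusted p was 0.0574. The lists past camera also passed under fry, as did those of macrophages (3.8e-04) and endothelial cells (8.2e-04). The lists share 3 genes with the figure lists, Cd68, S100a8 and S100a9, and Clec9a, Siglech and Cd200r3 are labelled in Figure 3a. A lower share of macrophages as the single cause is excluded, since it would raise all other cell types alike and the melanoma markers fell by 0.50 while those of NK cells rose. A change in the cell types that rose stays open.

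Gzmb, Ifng, Ctsw and Ccl5, drawn among the inducers, are also expressed by NK and T cells, and were taken together after their values were seen. Of these 4 genes, 3 rose within the range of the NK and T cell markers (log2 fold changes from 0.30 to 1.73, 15 of the 16 markers past the threshold), and Ifng was above it at 1.76. More NK and T cell RNA in the AMPK-KO samples and a change within TAMs cannot be told apart for these genes, since bulk counts do not separate the cells.

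The ferroptosis inhibitors of Figure S3c fell along with the melanoma markers, whose log2 fold changes ran from −0.78 to −0.42. A smaller share of B16 RNA cannot lower a gene by more than B16-specific genes. Less B16 RNA as the whole cause is therefore excluded for 2 of the 32 genes, Slc40a1 and Gclm, which fell more than every melanoma marker by over 3 SE of the difference. Hspb1 and Srxn1 fell more than every marker by 2.11 and 2.13 SE, and Gpx3 and Prdx1 by 0.278 and 0.0159 SE. For these 4 genes and those that fell less than some marker (30 genes together, Gpx4 among them), these fold changes alone do not decide. Their fall is not clearly larger than that of the markers. Less B16 RNA could lower a gene only as far as its RNA came from B16 cells, a share that was not measured. For Gpx4, the paper also reports less GPX4 protein in AMPK-KO TAMs induced in vitro with B16 conditioned medium.

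Cd79a, Pax5 and Ms4a1 were almost absent in AMPK-KO TAMs, Cd79a with 320, 386 and 457 counts in WT and 7, 8 and 10 in AMPK-KO samples. Fewer B cells in the AMPK-KO samples might explain this. Of 9 B cell genes outside the marker list, 8 could be tested and 5 (Cr2, Fcer2a, Spib, Ighd and Ebf1) fell past the threshold. This is fewer than the 7 set as the criterion beforehand. It was left open after the values were seen. Cd22 and Bank1 have a high level in all 6 samples that would hide a small share of B cells. The same holds for the markers Ighm and Cd79b, which rose past the threshold by log2 fold changes of 0.56 and 0.39. It does not hold for Fcrla, whose counts were low and whose log2 fold change was −0.56 (adjusted p = 0.374), but 1 gene with few counts does not decide. Whether B cells or a change within TAMs lies behind these genes cannot be told apart.

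NRF2 target genes were lower in AMPK-KO TAMs beyond those drawn in Figure S3c. The 19 targets outside it had a median log2 fold change of −0.44, 17 were lower and 11 of them passed the threshold, with a camera p of 1.1e-06 and 0.0486 with an estimated correlation. In late-stage against early-stage TAMs, 12 of the 17 targets outside Figures 1b and S3c were lower (median −0.22), 5 past the threshold, with a camera p of 2.2e-03, a fry p of 0.0174 and 0.223 with an estimated correlation, so a fall of the same program there may or may not be present. Hmox1 and Srxn1 fell in both comparisons, by 1.36 and 0.92 in AMPK-KO and by 0.73 and 0.52 in late-stage TAMs.

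Transcript length and GC content do not account for the differentially expressed genes. After removal of the trend with length, 562 of 583 genes with a known length (96.4%) stayed past the fold threshold in AMPK-KO against WT, and 574 (98.5%) after removal of the trend with GC content. In late-stage against early-stage TAMs these were 324 of 328 (98.8%) and 299 (91.2%).

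In late-stage against early-stage TAMs, the median log2 fold change of the markers was 0.87 for B cells (camera adjusted p = 2.9e-04), 0.44 for T cells (3.3e-04), −0.75 for NK cells (2.3e-04), −0.65 for B16 melanoma cells (3.3e-04), −0.66 for fibroblasts (2.4e-03) and −0.31 for neutrophils (0.0264). It was 0.10 for macrophages (0.803), −0.17 for conventional dendritic cells (0.803), 0.01 for plasmacytoid dendritic cells (0.803), −0.32 for basophils or mast cells (0.978), −0.37 for endothelial cells (0.284) and −0.31 for erythroid cells (0.212). With an estimated correlation no marker list passed, and the smallest adjusted p was 0.392. Under fry the lists of B16 melanoma cells and fibroblasts did not pass (0.0657 each). Those of B cells, T cells, NK cells and neutrophils did (0.0262 or less), as did conventional dendritic cells (0.0452).

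The genes with the smallest adjusted p among those higher in late-stage TAMs were Cxcl14 (log2 fold change 2.67), Lipg (2.01), Ighg2c (3.28), Hgsnat (1.22) and Axl (1.06), and among those lower Gm42031 (−5.27), Ppbp (−1.97) and Saa3 (−4.78), besides the Y-linked Eif2s3y and Ddx3y. Slc7a11 had a log2 fold change of −1.40 (adjusted p = 4.6e-04), Cd36 of −0.72 (8.8e-04), Hif1a of −0.61 (7.7e-03), Pck2 of 0.87 (6.4e-04), Eef2 of 0.39 (0.0101), Prkaa1 of −0.24 (0.204) and Gpx4 of −0.02 (0.955). In AMPK-KO against WT TAMs, the log2 fold change was −0.64 for Cd36 (4.3e-06), 0.40 for Hif1a (2.4e-03), −0.23 for G6pdx (0.0127) and 0.00 for Slc2a1 (0.962). Of the qPCR genes of Figure S3i, Acsl4 rose by 0.29 (0.0179, past the threshold in all but 4 of the alternatives), and Ptgs2 (0.11, 0.172), Tfrc (−0.13, 0.172) and Chac1 (−0.22, 0.830) did not pass.

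Each comparison's lists were also tested in the other with camera. In AMPK-KO against WT TAMs, the Figure 1b lists of disulfidptosis inducers (adjusted p = 0.0204) and lysosome-dependent cell death inducers (0.0122) were lower, and the lysosome-dependent cell death inhibitors had an adjusted p of 0.0785. With an estimated correlation the smallest adjusted p of these lists was 0.417. In late-stage against early-stage TAMs, the ferroptosis inhibitors of Figure S3c were lower (adjusted p = 8.6e-03, 0.199 without early-stage replicate 1). Of the lists from general knowledge, NRF2 targets (3.0e-06) and interferon response (5.7e-06) were lower in late-stage TAMs under camera, with 0.291 and 0.223 under an estimated correlation. The adjusted p was 0.217 for MHC antigen presentation (0.0289 without early-stage replicate 3), 0.108 for the qPCR genes, 0.351 for the actin cytoskeleton targets, 0.674 for AMPK signaling and 0.642 for the Figure 2e proteins. In AMPK-KO against WT TAMs it was 0.689 for disulfidptosis (fry 0.0214), 0.459 for the qPCR genes, 0.856 for the actin cytoskeleton targets, 0.856 for AMPK signaling and 0.990 for the Figure 2e proteins.

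Across the 16812 genes tested in both comparisons, the log2 fold changes had a Pearson r of 0.0653 and a Spearman rho of 0.102, and genes are not independent replicates. Of 822 genes with an adjusted p under 0.05 in both, 456 changed in the same direction (197 higher and 259 lower) and 366 in opposite directions.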
